# Active pH regulation facilitates *Bacillus subtilis* biofilm development in a minimally buffered environment

**DOI:** 10.1128/mbio.03387-23

**Published:** 2024-02-13

**Authors:** Peter Tran, Stephen M. Lander, Arthur Prindle

**Keywords:** biofilms, microbial communities, pH, buffer, emergent behaviors

## Abstract

Biofilms provide individual bacteria with many advantages, yet dense cellular proliferation can also create intrinsic metabolic challenges including excessive acidification. Because such pH stress can be masked in buffered laboratory media—such as MSgg commonly used to study *Bacillus subtilis* biofilms—it is not always clear how such biofilms cope with minimally buffered natural environments. Here, we report how *B. subtilis* biofilms overcome this intrinsic metabolic challenge through an active pH regulation mechanism. Specifically, we find that these biofilms can modulate their extracellular pH to the preferred neutrophile range, even when starting from acidic and alkaline initial conditions, while planktonic cells cannot. We associate this behavior with dynamic interplay between acetate and acetoin biosynthesis and show that this mechanism is required to buffer against biofilm acidification. Furthermore, we find that buffering-deficient biofilms exhibit dysregulated biofilm development when grown in minimally buffered conditions. Our findings reveal an active pH regulation mechanism in *B. subtilis* biofilms that could lead to new targets to control unwanted biofilm growth.

**IMPORTANCE:**

pH is known to influence microbial growth and community dynamics in multiple bacterial species and environmental contexts. Furthermore, in many bacterial species, rapid cellular proliferation demands the use of overflow metabolism, which can often result in excessive acidification. However, in the case of bacterial communities known as biofilms, these acidification challenges can be masked when buffered laboratory media are employed to stabilize the pH environment for optimal growth. Our study reveals that *B. subtilis* biofilms use an active pH regulation mechanism to mitigate both growth-associated acidification and external pH challenges. This discovery provides new opportunities for understanding microbial communities and could lead to new methods for controlling biofilm growth outside of buffered laboratory conditions.

## INTRODUCTION

Bacteria inhabit a diverse range of environmental niches and engage in specific lifestyles to thrive within their local environment. In controlled laboratory conditions, bacteria primarily exist as planktonic (free-swimming) individuals, whereas in natural environments, bacteria often form sessile, multicellular communities known as biofilms (1, 2). Biofilms create a densely packed local environment with extracellular matrix (ECM) (3–5) that can give rise to complex emergent behaviors such as cell-to-cell signaling (6, 7), macroscopic spatiotemporal organization (8–10), and metabolic remodeling (11, 12). Furthermore, the biofilm structure creates a diffusion barrier and resulting local concentration gradients, producing habitat diversity and increased resilience against antibiotics (13–15). Thus, the biofilm state confers advantages to individual bacteria for persisting in their local environment that are unavailable to planktonic cells.

However, this dense cellular proliferation can also create unique metabolic challenges. In particular, rapidly growing biofilm bacteria engage in overflow metabolism where carbon is not completely oxidized via respiration and instead only partially oxidized via fermentation (16, 17). This counterintuitive strategy enables rapid growth by circumventing production of energy-intensive respiratory enzymes while using increased metabolic flux into fermentation pathways that produce excretable byproducts such as lactate and acetate (16, 18). In the densely packed and diffusion-limited biofilm environment, these acidic metabolites can accumulate and exacerbate metabolic stress on sessile biofilm cells (19, 20). Importantly, excessively acidic conditions disrupt a cell’s ability to maintain functional proton motive force (PMF), increase energy expenditure for maintaining intracellular pH homeostasis, and impede growth via degradation of enzymatic activity (21–23). These effects may be particularly pronounced for Gram-positive bacteria that possess only a single cell membrane where the electron transport chain (ETC) is directly exposed to extracellular pH (24). Consequently, biofilm cells must maintain pH homeostasis against increasingly acidic conditions that arise during biofilm development.

These acidification challenges can be masked when buffered laboratory media are employed to stabilize the pH environment for optimal bacterial growth (25, 26). In contrast, bacteria in nature persist in settings that often lack robust buffering systems and face significant pH variation from environmental sources and heterogeneous mixing (1, 2, 27). Indeed, natural environments, such as the soil, ocean, and human gastrointestinal tract, exhibit pH gradients that can influence microbial population composition and behaviors (28–31). It, therefore, remains unclear how biofilms maintain growth, PMF, and pH homeostasis against the acidification associated with biofilm growth in such minimally buffered environments. To approach this question, we established a biofilm model system with a minimally buffered media that preserves cellular growth while enabling measurement of the local pH. Our findings reveal that *B. subtilis* biofilms use an active pH regulation mechanism to both facilitate biofilm development and tolerate acidification in minimally buffered conditions.

## RESULTS

In the planktonic lifestyle, acidic metabolic byproducts produced via overflow metabolism can freely diffuse into the bulk medium, thereby minimizing local acidification (Fig. 1a) (32, 33). In contrast, in densely packed bacterial communities known as biofilms, acidic metabolic byproducts accumulate in the local environment due to limited diffusion (Fig. 1a) (34–36). In buffered laboratory media, such excessive acidification is counteracted by an external chemical buffer such as 3-(N-morpholino)propanesulfonic acid (MOPS; Fig. 1b, left) (25, 26). The external chemical buffer allows densely packed biofilms to continue proliferating despite the accumulation of acidic metabolic byproducts. While experimentally convenient, the common use of external chemical buffers in biofilm experiments provokes the question of how undomesticated biofilms in nature cope with largely minimally buffered conditions (Fig. 1b, right). Accordingly, we wondered whether biofilms have active strategies for mitigating the accumulation of acidic metabolic byproducts.

**Fig 1:**
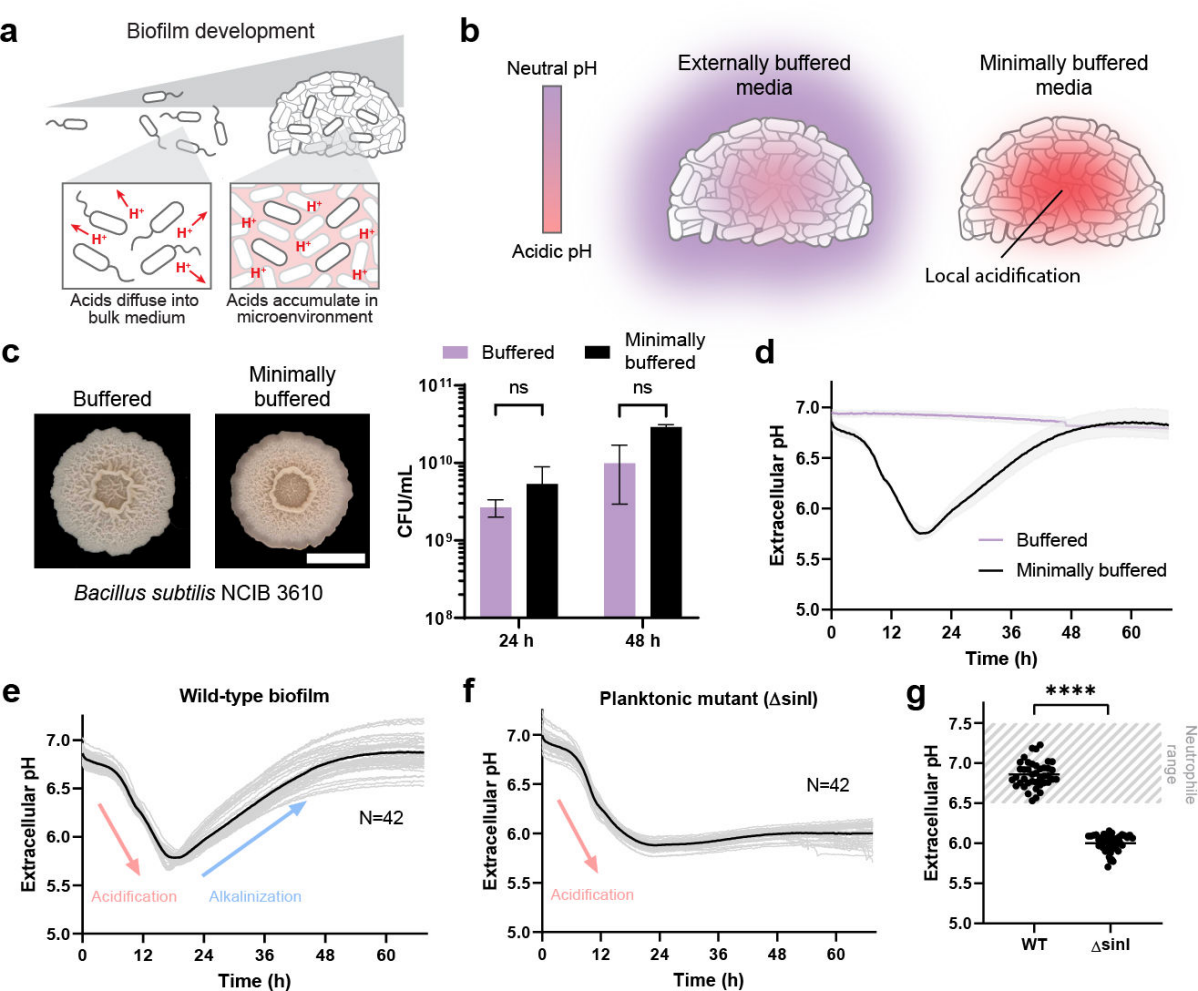
Modulation of extracellular pH by *B. subtilis* biofilms in minimally buffered conditions. (**a)** Schematic showing biofilm development and acidification of the local environment.** (b)** Schematic showing measurements of extracellular pH in biofilms across different buffered environments using a cell-impermeable pH reporter, 2′,7′-bis-(carboxyethyl)-5-(and-6)-carboxyfluorescein (BCECF) free acid. (c) Left, images of *B. subtilis* NCIB 3610 grown on fully buffered MSgg media containing 100 mM MOPS vs minimally buffered. Images correspond to biofilms at 48 h; scale bar represents 5 mm. Right, colony-forming unit (CFU) measurements of 3610 biofilms grown on buffered and minimally buffered MSgg. Biofilms were harvested at 24 and 48 h. Images correspond to biofilms at 48 h; scale bar represents 5 mm. Data: mean ± SD, *n* = 3 technical replicates. Strain: NCIB 3610. (**d)** Extracellular pH tracked over time with NCIB 3610 biofilms in buffered (100 mM MOPS) and minimally buffered (1 mM MOPS) MSgg. Biofilms were grown statically at 30°C. Extracellular pH is calculated from the fluorescence intensity (535 nm) of a cell-impermeable pH reporter, BCECF free acid, over time. Data: mean ± SD, *n* = 4 technical replicates. Strain: NCIB 3610.** (e)** Extracellular pH measurements for NCIB 3610 wild-type (WT) biofilms. Data: mean ± SD, *n* = 42 technical replicates. Strain: NCIB 3610. (**f)** Extracellular pH measurements for planktonic mutant NCIB 3610 Δ*sinI*. Data: mean ± SD, *n* = 42 technical replicates. Strain: NCIB 3610 Δ*sinI*.** (g)** Comparison of microenvironment pH between 3610 WT and Δ*sinI* after 60 h of growth. Biofilm end pH values were statistically higher compared to planktonic mutant (*P* < 0.05). Data: *n* = 42 technical replicates per strain. Statistical significance was calculated using a Student’s *t*-test with *P* < 0.000001. Strains: NCIB 3610 and NCIB 3610 Δ*sinI*.

To approach this question, we established a minimally buffered experimental system capable of tracking extracellular pH during biofilm development. Specifically, we modified the defined media MSgg, commonly used to grow *B. subtilis* NCIB 3610 biofilms, by systematically varying each buffer component while monitoring growth and biofilm development. We found that reducing the MOPS buffer concentration from 100 to 1 mM while maintaining standard potassium-phosphate buffer levels permitted biofilm growth and development without measurable defect (Fig. 1c; Fig. S1a). To track biofilm pH, we utilized 10 μM 2′,7′-bis-(carboxyethyl)-5-(and-6)-carboxyfluorescein (BCECF) free acid, a cell-impermeable dye whose fluorescence linearly scales with the physiologically relevant pH range 5 to 9 (Fig. S2). We could then grow 3610 wild-type (WT) biofilms in static liquid MSgg (minimally buffered vs fully buffered) with 10 μM BCECF free acid at 30°C to form liquid-air pellicles and track BCECF fluorescence over 68 h. This experimental system permits the dynamic measurement of extracellular pH during biofilm development in a minimally buffered environment.

Using this experimental system, we found that *B. subtilis* displays a striking two-phase pH dynamic during biofilm development that is completely masked in standard MSgg media (Fig. 1d). Specifically, we observed an initial acidification phase (15.0 ± 0.3 h) followed by an extended alkalinization phase (31.2 ± 0.5 h) that ultimately returns the pH to the neutrophile range (Fig. 1e). Biofilms acidify to approximately pH 5.5 at an average rate of 0.06 ± 0.0008 pH/h and alkalinize back to pH 6.9 at an average rate of 0.03 ± 0.0005 pH/h (*n* = 42). We verified that this dynamic is not due to changes in growth rate (Fig. S1a) and observed that the alkalinization phase occurred during latter biofilm development. Furthermore, we found that a planktonic mutant strain (3610 ∆*sinI*) was unable to return to neutral (one-sided *t*-test, *n* = 42, *P* < 0.000001) due to a complete lack of the alkalinization phase (Fig. 1f and g). As before, we verified that the absence of alkalinization was not due to differences in growth (Fig. S1b). Thus, we concluded that the two-phase pH dynamic is specific to the biofilm lifestyle.

We sought to determine the genes responsible for driving the observed acidification and alkalinization. We considered metabolic pathways and processes that could both acidify and alkalinize the biofilm environment (Fig. 2a; Fig. S3a). We first investigated ETC-associated complexes that can act as proton pumps and could drive acidification of the biofilm environment. We individually disrupted all five *B. subtilis* ETC complexes with known proton pump function and observed that no deletion produced significant change to the observed pH dynamic (Fig. S3b). In the case of ∆*ctaCD*, ∆*qoxA*, ∆*cydA*, and ∆*ythB* mutants, each deletion was a major subunit in the ETC complex resulting in total loss of function for that enzyme. These results suggest that common sources of direct proton transport are not entirely responsible for the observed pH dynamic. However, it is likely that multiple sources of metabolic acidification may contribute to the observed phenomenon.

**Fig 2:**
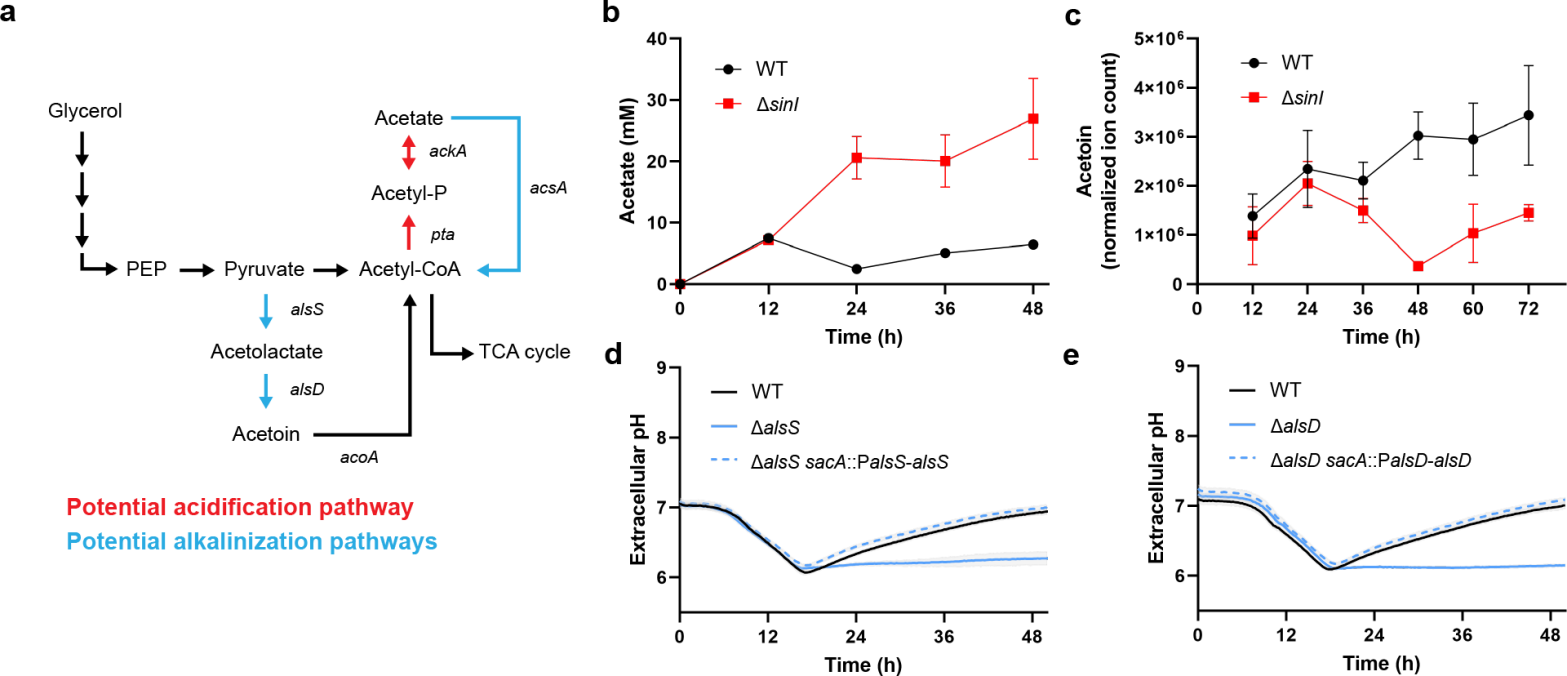
Genetic mechanisms responsible for extracellular pH modulation in *B. subtilis* biofilms. (**a)** Schematic showing acetate and acetoin metabolism in *B. subtilis* NCIB 3610 as potential sources for extracellular acidification and alkalinization. Potential acidification pathways are highlighted in red, whereas potential alkalinization pathways are highlighted in blue. (**b)** Acetate measurements of biofilm extracellular media. Data: mean ± SD, *n* = 3 technical replicates. Strains: NCIB 3610, Δ*sinI*.** (c)** Acetoin measurements of biofilm extracellular media as measured by metabolomic profiling. Data: mean ± SD, *n* = 3 technical replicates. Strains: NCIB 3610, Δ*sinI*. (**d)** Extracellular pH measurements for *alsS* mutant. Data: mean ± SD, *n* = 3 technical replicates. Strains: NCIB 3610, Δ*alsS*. (**e)** Extracellular pH measurements for *alsD* mutant. Data: mean ± SD, *n* = 3 technical replicates. Strains: NCIB 3610, Δ*alsD*.

We next suspected fermentation as a source of acidification since it is known that proliferating bacteria excrete acidic metabolites during overflow metabolism (17). We initially suspected lactate fermentation, as lactate is commonly produced during exponential and stationary growth to replenish redox carriers (37). However, a lactate production-deficient mutant (∆*ldh*) did not show any difference in acidification compared to WT (Fig. S3c). We then considered acetate fermentation, where acetate production similarly yields ATP and provides a substrate for the TCA cycle (Fig. 2a). To determine if acetate fermentation is involved in biofilm pH regulation, we first measured acetate levels in the extracellular environment during growth using a chemical acetate kit. We observed that biofilms transiently accumulate acetate before maturation, while planktonic mutants continue to accumulate larger quantities of acetate (Fig. 2b). We then generated mutants for each enzyme in the acetate biosynthesis pathway. While an *ackA* mutant (∆*ackA*) retained the acidification rate (Fig. S3d), a double mutant of *ackA* and *acsA* (∆*ack*A∆*acsA*), where *acsA* is an enzyme that can reversibly convert acetate into acetyl-CoA, had a reduced acidification rate. We quantified this reduction and observed that the ∆*ack*A∆*acsA* mutant had an acidification rate of approximately 48% less compared to that of wild type. Therefore, we concluded that acetate production is a significant source of acidification during biofilm development, while other sources of metabolic acidification remain.

On the other hand, to determine the genetic mechanism of alkalinization, we initially suspected ammonia as a critical community metabolite and known volatile alkaline species. However, deleting enzymes involved in ammonia synthesis produced no change to the alkalinization phase (Fig. S3e). We then considered acetoin biosynthesis as a pathway that has been speculated to circumvent lethal acidification via consumption of free protons (38–40). The acetoin pathway consists of two enzymatic conversion steps where AlsS (acetolactate synthase) converts pyruvate to acetolactate and AlsD (acetoin synthase) converts acetolactate to acetoin, with each step consuming a proton (Fig. 2a). Using metabolomics, we found that overall acetoin levels significantly increased in WT biofilms compared to those in the planktonic ∆*sinI* mutant (Fig. 2c). We then generated mutants for each step and observed that both the *alsS* (∆*alsS*) and *alsD* (∆*alsD*) mutants retained the acidification phase yet completely lost the alkalinization phase (Fig. 2d and e). Genetic complements of *alsS* and *alsD* in their respective mutant backgrounds showed restoration of the alkalinization phase. To explore whether acetoin catabolism would affect biofilm extracellular pH, we generated an *acoA* mutant and saw no difference in pH regulation compared to WT (Fig. S3f). Additionally, we found that acetoin itself (up to 50 mM) produces no change in the magnitude or timing of alkalinization in either WT or ∆*alsS*, suggesting that the process of acetoin biosynthesis itself, and not the acetoin product, was the main driver for biofilm alkalinization (Fig. S4a and b). Therefore, we concluded that the acetoin biosynthesis process is responsible for alkalinization.

We then asked whether biofilms could utilize acetoin biosynthesis as an active pH regulation mechanism. We grew biofilms in minimally buffered MSgg media conditioned to a range of initial pH values (pH 6 to 9) and tracked the local pH and AlsS expression in each case (Fig. 3a). Strikingly, we found that biofilms conditioned their local pH to the preferred neutrophile range by modulating both the magnitude and duration of the alkalinization phase (Fig. 3b). Specifically, in acidic initial conditions (pH 6), alkalinization proceeded at a rate of 0.03 pH/h over a longer duration (36.6 ± 0.4 h) compared to neutral initial conditions (31.2 ± 0.5 h; Fig. 3c). Conversely, biofilms grown in basic conditions (pH 8 and 9) minimized alkalinization in both magnitude and duration (Fig. 3c). Interestingly, while the observed phases differed, biofilms grown at each pH condition produced similar matrix levels as indicated by safranin staining (Fig. S5). Comparatively, ∆*alsS* mutant biofilms failed to maintain their local pH in the preferred neutrophile range (Fig. 3d). In agreement with the pH measurements on WT biofilms, a P*_alsS_*-YFP reporter strain revealed that AlsS expression was increased in acidic conditions and decreased in alkaline conditions (Fig. 3e). Indeed, previous studies have shown that acetoin biosynthesis is upregulated during acidic conditions (39, 41–43). We then wondered if overexpression of the AlsS pathway could change the dynamics of the observed alkalinization phase. Using an inducible AlsS overexpression strain, we observed that AlsS overexpression decreases the time required to return to the neutrophile range (Fig. 3f). Our data reveals that biofilms can use acetoin biosynthesis as an active pH regulation mechanism to mitigate growth-associated acidification even in non-ideal pH environments.

**Fig 3:**
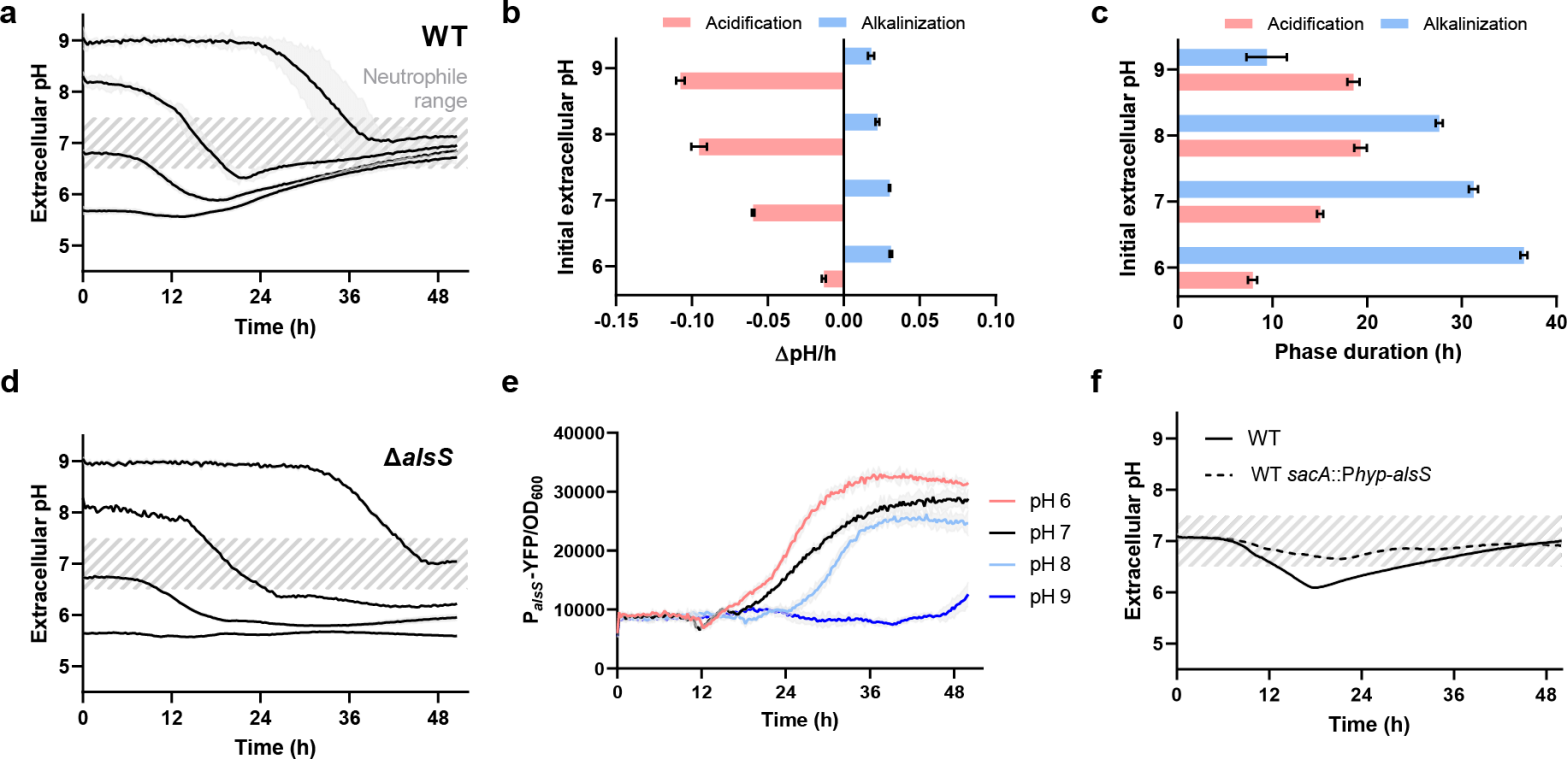
Active pH regulation during *B. subtilis* biofilm development via acetoin biosynthesis. (**a**) Measurement of extracellular pH for NCIB 3610 biofilms grown across a range of starting pH conditions (pH 6, 7, 8, 9). Dashed gray area represents optimal extracellular pH for neutrophile organisms. Biofilms were grown at 30°C statically. Data: mean ± SD, *n* = 3 technical replicates. (**b)** Average acidification and alkalinization rates for biofilm extracellular pH. Data from ΔpH/h traces were analyzed and averaged to determine biofilm acidification (<0 ΔpH/h) and alkalinization (>0 ΔpH/h). Data: mean ± SD, *n* = 3 technical replicates. (**c)** Phase duration for biofilm pH dynamics. Data from ΔpH/h traces were analyzed to determine biofilm acidification and alkalinization phase duration by measuring time periods where ΔpH/h was predominately <0 and >0, respectively. Data: mean ± SD, *n* = 3 technical replicates. (**d)** Measurement of extracellular pH for Δ*alsS* mutant biofilms grown across a range of starting pH conditions (pH 6, 7, 8, 9). Dashed gray area represents optimal extracellular pH for neutrophile organisms. Biofilms were grown at 30°C statically. Data: mean ± SD, *n* = 3 technical replicates. (**e)** Measurements of acetoin biosynthesis via genetically encoded reporters for acetolactate synthase (*alsS*). Data: mean ± SD, *n* = 3 technical replicates. Strain: NCIB 3610. (**f)** Measurement of extracellular pH for NCIB 3610 biofilms without and with inducible alsS expression grown starting at pH 7. Dashed gray area represents optimal extracellular pH for neutrophile organisms. Biofilms were grown at 30°C statically. Data: mean ± SD, *n* = 3 technical replicates. Strains: NCIB 3610, NCIB 3610 *sacA*::P*hyp-alsS*.

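The data are 24 RNAseq libraries, 3 replicates in each of 8 groups. The groups cross WT and ∆*alsS* biofilms with buffered MSgg (100 mM MOPS) and minimally buffered MSgg (1 mM MOPS), each harvested at 24 h and at 36 h. The strain list gives the ∆*alsS* allele as an insertion of a kanamycin resistance marker in *alsS*. The paper's methods name 36 h, so the libraries of 36 h are used beside its statements. For the harvest and lysis, the paper's methods give 50% methanol and bead-beating, while the sample labels give 80% methanol and sonication. The authors depleted ribosomal RNA, sequenced stranded libraries, trimmed the reads with cutadapt, aligned them with STAR and counted reads per gene with htseq-count. They normalized the counts and tested them with DESeq2. The deposited tables, one for each comparison, hold normalized counts per library, which are reads divided by one size factor per library and table and so are compared only within a table, with a log2 fold change and a p-value for each gene. Dividing out the size factors returned the reads themselves. At 36 h, WT libraries held 8210895 to 14607142 reads in genes in buffered medium (median 11199454) and 8784182 to 10706792 in minimally buffered medium (median 9924561). ∆*alsS* libraries held 8185419 to 11652533 (median 11461964) and 9820102 to 12540315 (median 11570217). At this time, *alsS* held 216 to 490 reads in a ∆*alsS* library and 2019 to 5550 in a WT library. Each comparison was tested with limma on log2 of the normalized count plus 1, over genes with a mean of at least 10, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The difference of the buffer effect between ∆*alsS* and WT was tested over all 12 libraries of the time point. Gene lists, 30 in all, were fixed before the data were examined. Camera compared a list with the other genes at a preset correlation of 0.01. Fry tested whether the members of a list move, on balance, one way, which is no comparison with other genes. With an estimated correlation, camera passed 0 of the 30 lists for the buffer effect in WT, in ∆*alsS*, or for ∆*alsS* against WT in minimally buffered medium at 36 h (lowest adjusted p = 0.193, 0.0991 and 0.112 with an estimated correlation), and an unadjusted p was under 0.05 for 4, 2 and 3 lists. For the difference of the buffer effect at 36 h, camera also passed 0 of the 30 (lowest adjusted p = 0.0928 with an estimated correlation), and 5 had an unadjusted p under 0.05. This correlation is estimated from the 6 libraries of a pair of groups, or 12 for a difference, so the test can miss lists that moved. In ∆*alsS* at 36 h, 36 flagellar genes rose and 0 fell, and even this list did not pass. Not passing thus does not show that a list was unchanged. The paper's text and the labels do not say whether the replicates were separate cultures, so the p-values measure only the spread between these samples, which may be technical.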

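Removing most of the buffer changed the expression of many genes in both strains at 36 h. In WT, 2721 of the 4270 genes tested by limma changed, 1359 up and 1362 down in minimally buffered medium. In ∆*alsS*, 1995 of 4260 genes changed, 948 up and 1047 down. The 10 largest rises in WT included genes for secondary metabolites and for pyrimidine synthesis, and the 10 largest in ∆*alsS* included genes for the siderophore bacillibactin. In WT, *yvmC* rose by a log2 fold change of 7.35 (SE 0.18) and *cypX* by 4.60, which together make pulcherriminic acid. The subtilosin genes *sboA* and *sboX* rose by 5.70 and 6.04, and *ntdB* and *ntdC*, which make an amino sugar antibiotic, by 5.43 and 5.19. The pyrimidine genes *pyrB* and *pyrC* rose by 5.70 and 4.79. Of 33 measured genes for antimicrobial products, 27 rose in WT (27 when adjusted over the list alone), while in ∆*alsS* 18 rose and 13 fell (18 and 13 adjusted over the list alone). The buffer effect was lower in ∆*alsS* than in WT for 25 of them (25 adjusted over the list alone; adjusted p = 0.292 with an estimated correlation). Respiratory chain genes rose as well, 19 of 21 (19 adjusted over the list alone), with log2 fold changes of 2.69 for *qoxA*, a subunit of the main terminal oxidase, and 1.67 for *cydA*, of the *bd* oxidase. The 2 respiratory genes that fell were *ythA*, named after its value was seen, and *ythB*, of a further oxidase, at -2.09 and -2.18. All 9 ATP synthase genes rose in WT (9 adjusted over the list alone), with a median log2 fold change of 1.89. The buffer effect on 18 of the 21 respiratory genes (18 adjusted over the list alone) and all 9 ATP synthase genes (9 adjusted over the list alone) was lower in ∆*alsS* than in WT. With an estimated correlation, neither list passed camera for this difference. In ∆*alsS* itself, 8 of the ATP synthase genes rose as well (9 adjusted over the list alone), and 4 respiratory genes rose and 4 fell (4 and 4 adjusted over the list alone). Without ∆*alsS*, buffered, 36 h replicate 3 or any 1 of the ∆*alsS*, minimally buffered, 36 h libraries, 1 or 2 respiratory genes rose in ∆*alsS*, and 2 rose with a replicate block and under quantile normalization. The balance of rises and falls over all genes depended on the scaling, with 1117 up and 936 down in ∆*alsS* and 1498 up and 1233 down in WT under quantile normalization, and 1150 up and 1017 down in ∆*alsS* with edgeR over all libraries of the time point. The 10 largest falls in WT included *ssuA*, *ssuB* and *ssuC*, which import sulfonates, at log2 fold changes of -4.46, -4.40 and -4.13, the manganese uptake genes *mntA* and *mntC* at -3.62 and -3.60, and *liaI* and *liaH* of the cell envelope stress response at -3.91 and -3.73. In ∆*alsS*, *dhbB* rose by 3.66 (SE 0.18) and *dhbC* by 3.53. They belong to the iron uptake list, of which 17 of 19 genes rose in ∆*alsS* (17 adjusted over the list alone) and 16 in WT (17 adjusted over the list alone). Ribosomal protein genes rose in ∆*alsS*, 36 of 43 (36 adjusted over the list alone), with *rpsR* at 0.91. The 10 largest falls in ∆*alsS* included the fructosamine use genes *frlO*, *frlM* and *frlN*, at -3.97, -3.82 and -3.62, and the glutamine transport genes *glnQ* and *glnH*, at -2.84 and -2.77. In WT, camera ranked the antimicrobial, respiratory, ATP synthase and iron lists above other genes at the preset correlation (adjusted p = 1.3e-08, 1.26e-07, 2.59e-05 and 0.000268), and with an estimated correlation it did not (adjusted p = 0.33, 0.431, 0.485 and 0.485 with an estimated correlation). The same held in ∆*alsS* for the iron, ribosomal and ATP synthase lists (adjusted p = 3.08e-10, 3.27e-09 and 0.000638 at the preset correlation, 0.397, 0.397 and 0.42 with an estimated correlation).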

To validate acetoin biosynthesis as an active pH regulation mechanism, we performed RNA sequencing (RNAseq) on WT and ∆*alsS* mutant biofilms to identify differentially expressed genes (DEGs) in both normal and minimally buffered media. 

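At 36 h, WT biofilms held more RNA of the acetoin synthesis genes in minimally buffered than in buffered medium. *alsD*, the acetolactate decarboxylase gene that follows *alsS* in its operon, rose from 1419.7 ± 118 to 3077 ± 51.9 normalized counts (SD, n = 3). *alsS* itself rose from 2604 ± 218 to 4378 ± 303 (SD, n = 3). *bdhA*, which encodes the dehydrogenase that interconverts acetoin and butanediol, rose the most, from 2718 ± 136 to 11350.3 ± 1019 (SD, n = 3). The log2 fold changes were 1.12 for *alsD* (SE 0.10, adjusted p = 2.13e-05 from limma), 0.75 for *alsS* (SE 0.11, adjusted p = 0.000358 from limma) and 2.06 for *bdhA* (SE 0.11, adjusted p = 1.34e-06 from limma). For each of the 3 genes, every library in minimally buffered medium was above every library in buffered medium. *alsR*, the activator of the operon, did not pass, at 0.12 (SE 0.10, adjusted p = 0.304 from limma). Thus 3 of the 4 genes of the acetoin list, *alsS*, *alsD*, *bdhA* and *alsR*, rose (3 when adjusted over the list alone). The list results below include *bdhA* and *alsR*, which do not make acetoin from pyruvate. Fry found the list moving up (adjusted p = 0.000297), and camera ranked it above other genes at the preset correlation (adjusted p = 0.0433) and not otherwise (adjusted p = 0.485 with an estimated correlation). Genes that break acetoin down rose too: *acoA*, *acoB*, *acoC* and *acoL*, the subunits of acetoin dehydrogenase, had log2 fold changes of 1.06, 0.92, 1.16 and 1.26 (4 of 5 genes of acetoin use, 4 adjusted over the list alone). Without WT, minimally buffered, 36 h replicate 2, only 2 of them passed. Among the other genes of overflow metabolism in Fig. S6, *ldh*, lactate dehydrogenase, rose by 0.55 and *acsA*, acetyl-CoA synthetase, fell by 0.67 on the log2 scale. *ackA*, acetate kinase, was at 0.05 (SE 0.09, adjusted p = 0.638 from limma).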

We confirmed that the *alsSD* pathway was upregulated in WT biofilms in minimally buffered media (Fig. S6). Interestingly, we found that ∆*alsS* mutant biofilms grown in minimally buffered media upregulated *ilvBH*, an alternate acetolactate synthase that could potentially compensate for loss of *alsS* activity (Fig. S6). 

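Both subunit genes of this second acetolactate synthase, which opens the synthesis of branched-chain amino acids, rose in ∆*alsS* biofilms in minimally buffered medium at 36 h. *ilvB* went from 11287 ± 774 to 23334 ± 1553 normalized counts (SD, n = 3) and *ilvH* from 3129 ± 206 to 7037 ± 516 (SD, n = 3). The log2 fold changes were 1.05 (SE 0.11, adjusted p = 0.000121 from limma) and 1.17 (SE 0.11, adjusted p = 5.92e-05 from limma), and no library of one medium overlapped with the other. In WT, the buffer effect was -0.06 for *ilvB* (SE 0.12, adjusted p = 0.676 from limma) and -0.24 for *ilvH* (SE 0.14, adjusted p = 0.17 from limma). The difference between ∆*alsS* and WT was 1.11 for *ilvB* (adjusted p = 0.000152 from limma) and 1.41 for *ilvH* (adjusted p = 5.37e-05 from limma). The rest of the operon rose with them in ∆*alsS*: *ilvC*, the next enzyme of the pathway, by 1.06, and *leuB*, of the leucine branch, by 0.92. Of the 9 genes of branched-chain amino acid synthesis, 7 thus rose (7 when adjusted over the list alone), all from this operon. The other genes of the list, *ilvA* and *ilvD*, named after their values were seen, lie elsewhere and did not pass, at -0.16 and -0.14. In WT, 1 gene of the list rose and 2 fell (0 to 2 and 1 to 4 without 1 library), with *leuD* lower by 0.61 on the log2 scale. For ∆*alsS*, camera placed the list above other genes at the preset correlation (adjusted p = 0.00163), which was lost otherwise (adjusted p = 0.51 with an estimated correlation), and fry gave an adjusted p of 0.00339 for a move up on balance. Without WT, minimally buffered, 36 h replicate 1, *ilvH* passed as lower in WT, at -0.39. Higher RNA of this list in ∆*alsS* was not particular to minimally buffered medium. In buffered medium at 36 h, 7 genes of the list were higher in ∆*alsS* than in WT and 0 lower. At 24 h, by the media of the labels, 0 genes of the list rose in ∆*alsS* in minimally buffered medium and 4 fell (0 to 4 without 1 library).

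**Figure D1:**
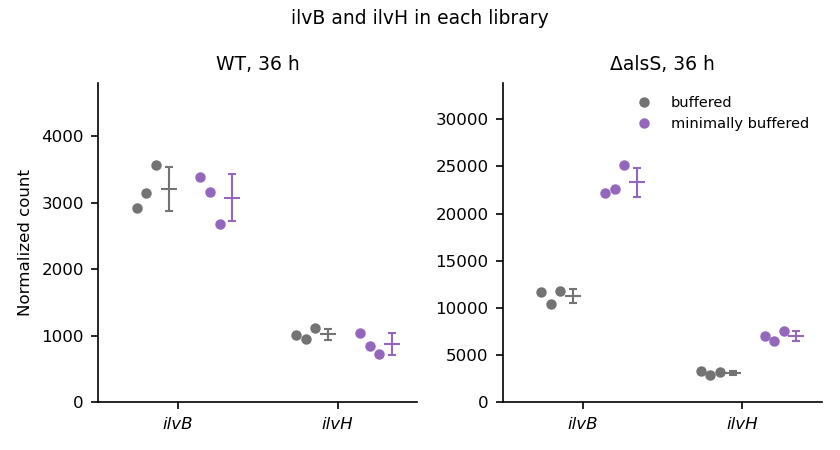
Normalized counts of *ilvB* and *ilvH* per library at 36 h in buffered (grey) and minimally buffered (purple) medium, with WT and ∆*alsS* in panels with their own axes and the mean ± SD of 3 replicates. In ∆*alsS*, both genes were higher in each library in minimally buffered medium, and in WT neither passed the test with all libraries.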

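The acid stress genes of Fig. 4a are *sigO*, *rsoA*, *oxdC*, *yvrJ*, *yvrL* and *nhaC*. *sigO* and *rsoA* encode the parts of an acid-induced sigma factor, *oxdC* is its target for oxalate decarboxylase, *yvrJ* and *yvrL* lie beside them, and *nhaC* encodes a sodium/proton antiporter. In ∆*alsS* biofilms at 36 h, all 6 had a log2 fold change of 0 or above in minimally buffered medium, and 1 passed the test. In WT biofilms, 5 of the 6 fell. In ∆*alsS*, *yvrJ* rose from 16.4 ± 4.22 to 36.1 ± 4.52 normalized counts (SD, n = 3), a log2 fold change of 1.12 (SE 0.30, adjusted p = 0.0138 from limma). The values for *sigO* and *yvrL* were 0.50 (SE 0.33, adjusted p = 0.242 from limma) and 0.48 (SE 0.21, adjusted p = 0.0954 from limma), and *oxdC*, *nhaC* and *rsoA* were at 0.07, 0.04 and 0.00. In WT, *oxdC* went from 7806 ± 306 to 725 ± 63.6 normalized counts (SD, n = 3), a log2 fold change of -3.43. *yvrJ*, *sigO*, *rsoA* and *yvrL* changed by -2.56, -1.97, -1.87 and -0.69, and *nhaC* was at 0.04 (adjusted p = 0.807 from limma). The buffer effect was thus higher in ∆*alsS* than in WT for 5 of the 6, by 3.67 for *yvrJ*, 3.50 for *oxdC* (adjusted p = 2.36e-08 from limma), 2.47 for *sigO*, 1.87 for *rsoA* and 1.18 for *yvrL*. In buffered medium at 36 h, 4 of the 6 were lower in ∆*alsS* than in WT and 1 was higher, with a median log2 fold change of -2.10. The list fixed before the data were examined holds the 5 genes without *nhaC*. Of these, 1 rose in ∆*alsS* (1 when adjusted over the list alone; adjusted p = 0.0925 from limma's fry), and 5 fell in WT (5 adjusted over the list alone; adjusted p = 3.77e-05 from limma's fry). Camera ranked the list below other genes in WT at the preset correlation (adjusted p = 0.0148, and adjusted p = 0.33 with an estimated correlation). In WT, *yvrL* did not pass under quantile normalization or without any 1 library other than WT, minimally buffered, 36 h replicate 3. By the authors' p-values, or without ∆*alsS*, buffered, 36 h replicate 2 or ∆*alsS*, minimally buffered, 36 h replicate 2, *yvrL* passed in ∆*alsS* as well, which makes 2, and with a filter at a mean of at least 50, 3 of the 6 were tested, *yvrJ* not among them.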

As expected, we observed upregulation of several acid stress genes in ∆*alsS* mutant biofilms grown in minimally buffered media (Fig. 4a). In addition, we observed upregulation of several oxidative stress genes in ∆*alsS* mutant biofilms (Fig. 4a). This oxidative stress may result from a dysregulation of the PMF when active pH regulation is absent. 

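In ∆*alsS* biofilms at 36 h, 7 of the 13 oxidative stress genes of Fig. 4a rose in minimally buffered medium and 1 fell. In WT biofilms, 5 of the 13 rose and 4 fell. Tested directly, the buffer effect was higher in ∆*alsS* than in WT for 4 of the 13 and lower for 1 (4 and 1 adjusted over these genes alone). It did not pass for the other 8. In buffered medium, 4 of the 13 were higher in ∆*alsS* than in WT and 7 were lower. The largest rises in ∆*alsS* were in the alkyl hydroperoxide reductase genes. *ahpC* went from 7769 ± 743 to 25057 ± 2128 normalized counts (SD, n = 3), a log2 fold change of 1.69 (SE 0.12, adjusted p = 1.97e-05 from limma), and *ahpF* had one of 1.61 (SE 0.11). Both rose in WT too, by 1.09 and 1.45. The difference was 0.60 for *ahpC* (adjusted p = 0.00904 from limma) and did not pass for *ahpF* at 0.16 (adjusted p = 0.461 from limma). *katA*, the main vegetative catalase gene, ran in opposite directions. It rose in ∆*alsS* from 3975 ± 438 to 6329 ± 221 normalized counts (SD, n = 3) and fell in WT from 7354 ± 2203 to 1172 ± 239 (SD, n = 3), which are log2 fold changes of 0.68 and -2.63 and a difference of 3.31 (adjusted p = 1.52e-06 from limma). The thioredoxin reductase gene *trxB* rose in both strains, by 0.83 in ∆*alsS* and 0.75 in WT. *yjgD* rose in ∆*alsS* by 1.47, with a difference from WT of 2.20 (adjusted p = 0.00195 from limma). *sigB*, the general stress sigma factor, rose in ∆*alsS* by 0.54, and its difference from WT did not pass, at 0.20 (adjusted p = 0.657 from limma). *maeN*, a malate/sodium symporter gene, fell by 1.09 on the log2 scale in ∆*alsS* and was at 0.09 in WT, a difference of -1.18. Many of these genes belong to the peroxide regulon of the repressor PerR. Of its 13 measured genes, 11 rose in ∆*alsS* (11 when adjusted over the list alone), among them the heme synthesis genes *hemA* and *hemD* at 0.71 and 0.70. In WT, 8 rose and 3 fell (8 and 3 adjusted over the list alone). The buffer effect was higher in ∆*alsS* than in WT for 5 genes of the regulon and lower for 3 (5, and 1 to 4, without 1 library). The genes that fell in WT were *katA*, *mrgA*, an iron-storing DNA-binding protein, at -2.33, and *zosA*, a zinc transporter, at -1.34, while *hemL* rose by 1.63. In ∆*alsS*, fry gave an adjusted p of 0.000965 for the list, and camera ranked it above other genes at the preset correlation (adjusted p = 7.38e-05) and not otherwise (adjusted p = 0.397 with an estimated correlation). In WT it did not pass limma's camera (adjusted p = 0.152). The rise of *sigB* in ∆*alsS* did not pass under quantile normalization or without ∆*alsS*, buffered, 36 h replicate 1 or 2 or ∆*alsS*, minimally buffered, 36 h replicate 2 or 3. Of the 13 genes of Fig. 4a, 2 fell in ∆*alsS* with DESeq2, with a replicate block and without ∆*alsS*, buffered, 36 h replicate 3 or ∆*alsS*, minimally buffered, 36 h replicate 2, 3 fell by the authors' p-values, and 3 rose in WT without WT, buffered, 36 h replicate 2 or WT, minimally buffered, 36 h replicate 1 or 2.

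**Figure D2:**
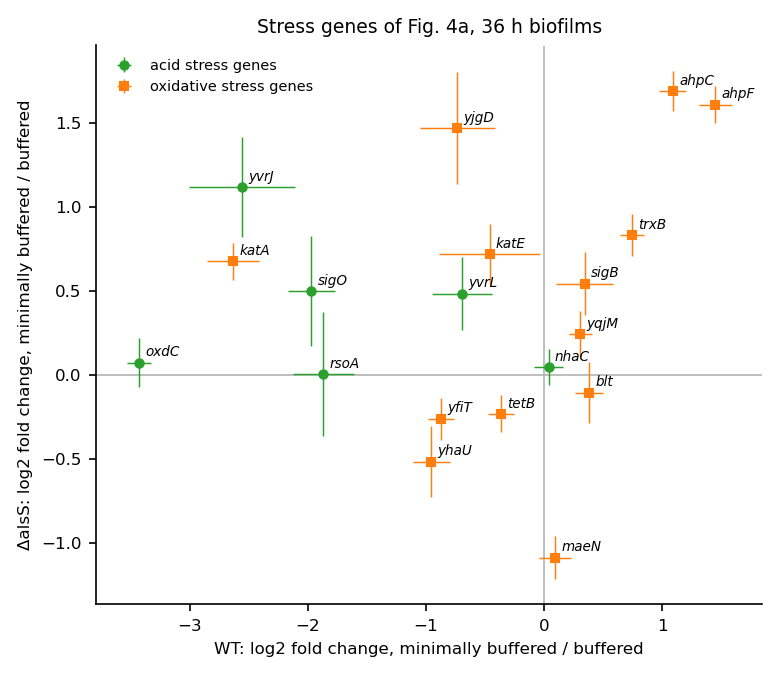
Log2 fold change (± SE) of minimally buffered against buffered medium at 36 h in WT (horizontal axis) and ∆*alsS* (vertical axis) for the 6 acid stress and 13 oxidative stress genes of Fig. 4a, 3 replicates in each group. *katA* and *oxdC* lie far to the left, lower in WT, and *ahpC* and *ahpF* lie at the upper right, higher in both strains.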

Taken together, these results corroborate that biofilms utilize acetoin biosynthesis as a form of active pH regulation to maintain pH homeostasis and minimize cellular stress.

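When the strains are set side by side in minimally buffered medium at 36 h, 2211 of the 4257 genes tested by limma differed, 1111 higher in ∆*alsS* and 1100 lower. The 10 genes most raised in ∆*alsS* included genes of pyrimidine and NAD synthesis and of iron uptake, and the 10 most lowered included genes for using fructosamines and purines. *pyrAA*, *pyrC* and *pyrB*, of pyrimidine synthesis, had log2 fold changes of ∆*alsS* against WT of 4.02, 3.77 and 3.36, and *nadB* and *nadC*, of NAD synthesis, of 3.91 and 3.40. The bacillibactin genes *dhbF*, *dhbB* and *dhbE* were at 3.33, 3.17 and 3.09. *frlO* and *frlM*, of fructosamine use, were at -4.99 and -4.74, and *pucK*, *pucL* and *pucM*, of purine breakdown, at -4.38, -4.22 and -4.19. *alsS* was lower by design, at -3.92. Of 19 iron uptake genes, 17 were higher in ∆*alsS* (18 when adjusted over the list alone). Of 14 phosphate starvation genes, 9 were higher (9 adjusted over the list alone), with the transporter gene *pstBA* at 2.75. Ribosomal protein genes were higher, 37 of 43 (37 adjusted over the list alone), *rplV* by 1.58. The branched-chain amino acid operon was higher as well, *ilvB* by 2.39 and *leuC* by 2.54. Early sporulation genes were lower in ∆*alsS*, 18 of 24 (18 adjusted over the list alone), *spoIIE* at -2.44, and camera ranked this list below other genes at the preset correlation (adjusted p = 7.68e-07, and adjusted p = 0.491 with an estimated correlation). Stress genes differed between the strains in this medium too. Of 26 genes of the general stress regulon, 16 were higher in ∆*alsS* (16 adjusted over the list alone), such as *ydaE* by 1.91 and *rsbV* by 1.47. Of the peroxide regulon, 8 were higher (9 adjusted over the list alone), with *katA* at 1.92 and *ahpC* at 1.42. Of the 13 oxidative stress genes of Fig. 4a, 7 were higher and 4 lower, and of its 6 acid stress genes, 2 were higher and 1 was lower. Among the acid stress genes, *yvrL* was higher by 1.06, *nhaC* was higher by 0.68, and *oxdC* was lower, at -1.07, while *yvrJ* was at 0.70 (adjusted p = 0.201 from limma). At the preset correlation, camera ranked the iron, phosphate, ribosomal and general stress lists above other genes (adjusted p = 2.01e-08, 0.000728, 3.62e-10 and 9.56e-05), and it did not with an estimated one (adjusted p = 0.438, 0.402, 0.438 and 0.563 with an estimated correlation). On the lower side were 1 iron gene (0 without WT, minimally buffered, 36 h replicate 2 or ∆*alsS*, minimally buffered, 36 h replicate 1 or 2), 2 phosphate genes (1 without any 1 library other than WT, minimally buffered, 36 h replicate 3) and 1 gene of the peroxide regulon (2 with DESeq2, by the authors' p-values and with edgeR over all libraries of the time point). Most of these lists differed in the same direction in buffered medium at 36 h. There, 11 general stress genes were higher in ∆*alsS* and 2 lower, and 8 and 4 of the peroxide regulon. For iron uptake the counts were 13 and 2, and for phosphate starvation 8 and 3. For ribosomal proteins they were 25 and 2 (10 to 26 higher without 1 library). Early sporulation genes ran the other way there, with 9 higher and 2 lower. The paper takes the higher *alsSD* expression in WT biofilms in minimally buffered medium and the higher *ilvBH* and stress gene expression in ∆*alsS* as further support for acetoin biosynthesis as active pH regulation, which holds the pH of biofilms and limits stress. It proposes *ilvBH* as a possible compensation for lost *alsS* activity and, for the oxidative stress genes, a disturbed PMF.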

**Fig 4:**
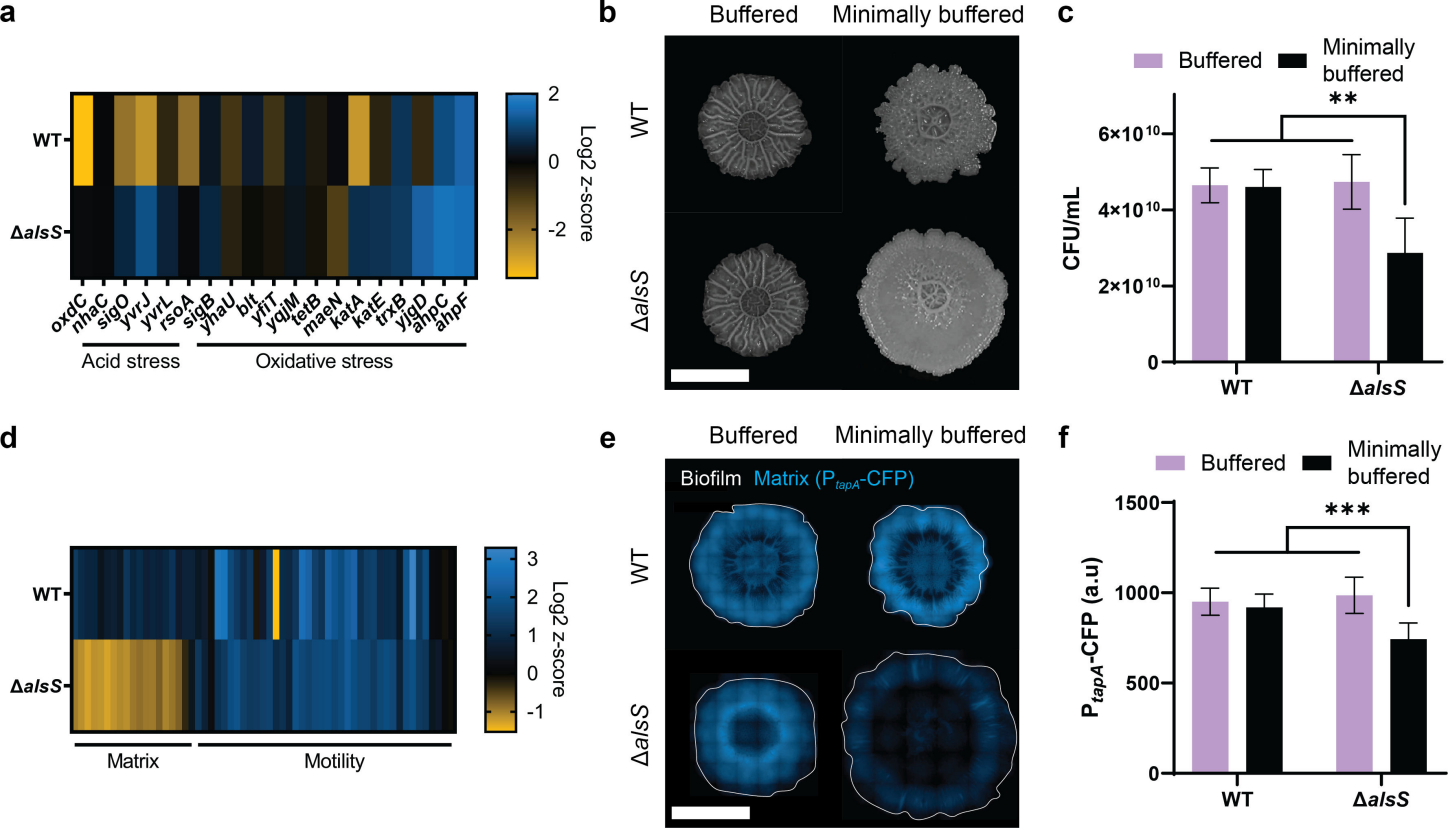
Physiological characterization of *B. subtilis* biofilms and buffering-deficient mutants (**a)** Heat map showing differentially expressed genes in acid and oxidative stress, induced by minimization of extracellular buffer, *n* = 3. (**b)** Images of *B. subtilis* NCIB 3610 WT and ∆*alsS* on buffered and minimally buffered MSgg solid agar, grown over 60 h. Scale bar represents 2 mm. (**c)** CFU measurements of 3610 WT and ∆*alsS* biofilms grown on buffered and minimally buffered MSgg solid agar harvested at 60 h. Data: mean ± SD, *n* = 6 technical replicates. (**d)** Heat map showing differentially expressed genes associated with matrix and motility in NCIB 3610 WT and ∆*alsS* biofilms induced by minimization of extracellular buffer, *n* = 3. (**e)** Fluorescence microscopy images of 3610 WT and ∆*alsS* biofilms expressing P*_tapA_*-CFP on buffered and minimally buffered MSgg solid agar at 36 h. White outline denotes biofilm edge, blue represents TapA matrix expression. Scale bar represents 2 mm. (**f)** Fluorescence measurements of 3610 WT and ∆*alsS* biofilms grown on buffered and minimally buffered MSgg solid agar harvested at 36 h. Data: mean ± SD, *n* = 6 technical replicates.

Accordingly, we wondered if active pH regulation could facilitate biofilm development in minimally buffered conditions. We first compared WT and ∆*alsS* biofilms on buffered media and found no significant difference in their overall growth and morphology (Fig. 4b, top). However, while WT biofilms largely maintained biofilm morphology in minimally buffered conditions, ∆*alsS* mutant biofilms lacked macroscopic wrinkles and displayed altered biofilm morphology, suggesting a difference in the biofilm ECM that maintains biofilm structure (Fig. 4b, bottom). In agreement with these observations, we found that ∆*alsS* biofilms had a significantly lower cell count (*P* < 0.001), which was specific to minimally buffered conditions, suggesting that inability to alkalinize via acetoin production was detrimental to biofilm growth (Fig. 4c). These results suggest that acetoin biosynthesis plays a role in biofilm development specific to minimally buffered environments.

To corroborate these findings, we performed RNAseq analysis to identify DEGs associated with biofilm development and ECM production. We found that ∆*alsS* mutant biofilms grown in minimally buffered media downregulated 16 of the 18 known ECM-associated genes in *B. subtilis,* while WT biofilms did not (Fig. 4d). 

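The 18 matrix genes measured are the 15 of the *eps* operon, which makes the exopolysaccharide, and *tapA*, *sipW* and *tasA*, which make the amyloid fiber. The paper's text does not name its 18 genes, so the sets may differ. At 36 h, 17 of them fell in ∆*alsS* biofilms in minimally buffered medium (17 when adjusted over the list alone), and 17 rose in WT biofilms (18 adjusted over the list alone). In ∆*alsS*, *tapA* went from 595 ± 88.5 to 275 ± 66.5 normalized counts (SD, n = 3), and in WT from 41.1 ± 5.17 to 83.0 ± 21.4 (SD, n = 3). The log2 fold changes were -1.13 (SE 0.20, adjusted p = 0.00169 from limma) and 0.97 (SE 0.24, adjusted p = 0.00772 from limma). *tasA*, the main fiber protein, was at -1.29 in ∆*alsS*, from 6404 ± 172 to 2641 ± 480.4 normalized counts (SD, n = 3), and at 0.99 in WT. In the *eps* operon, *epsA* was at -1.14 in ∆*alsS* and 0.88 in WT, *epsC* at -1.31 in ∆*alsS* and *epsF* at 1.24 in WT. The gene that did not pass in ∆*alsS* was *epsO*, at -0.28 (SE 0.15, adjusted p = 0.164 from limma), and the one that did not pass in WT was *epsE*, at 0.57 (SE 0.24, adjusted p = 0.0646 from limma). For all 18 genes (18 adjusted over the list alone), the buffer effect was lower in ∆*alsS* than in WT, with a median difference of -1.90 on the log2 scale. It was -2.10 for *tapA* (adjusted p = 0.000183 from limma) and -1.08 for *epsO* (adjusted p = 0.00135 from limma). The levels themselves were higher in ∆*alsS* than in WT in minimally buffered medium for 15 of the 18 (16 adjusted over the list alone), with *tasA* at 1.76 and *epsA* at 1.05. Of the matrix regulators, *sinI*, the antirepressor gene, fell in ∆*alsS* by 1.18 on the log2 scale, with a difference from WT of -1.41 (adjusted p = 0.00138 from limma), and the repressor gene *sinR* was at -0.51 in ∆*alsS* and 0.40 in WT. Genes of sporulating cells also moved with the medium. Of 27 late sporulation genes, 24 fell in WT (24 adjusted over the list alone), with the spore coat gene *cotH* at -3.02, and 18 fell in ∆*alsS* (20 adjusted over the list alone), with *cotE* at -1.75. The buffer effect on 20 of the late genes was higher in ∆*alsS* than in WT, and on 1 it was lower. Of 24 early sporulation genes, 22 fell and 1 rose in ∆*alsS* (22 and 1 adjusted over the list alone), with *spoIIE* at -2.77, while in WT 9 fell and 3 rose (9 and 3 adjusted over the list alone). The buffer effect on 19 of them was lower in ∆*alsS* (20 adjusted over the list alone; adjusted p = 0.476 with an estimated correlation). In ∆*alsS*, camera ranked the matrix list below other genes at the preset correlation (adjusted p = 1.52e-07) and in WT above them (adjusted p = 0.000457), and neither held otherwise (adjusted p = 0.397 and 0.485 with an estimated correlation). Fry gave adjusted p values of 0.00395 and 0.00377. In WT, *tasA* did not pass by the authors' p-values or without WT, buffered, 36 h replicate 2 or 3 or WT, minimally buffered, 36 h replicate 2 (0.70 to 0.92), and *epsE* passed by the authors' p-values, under quantile normalization and without WT, buffered, 36 h replicate 1 (0.52 to 0.84).

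**Figure D3:**
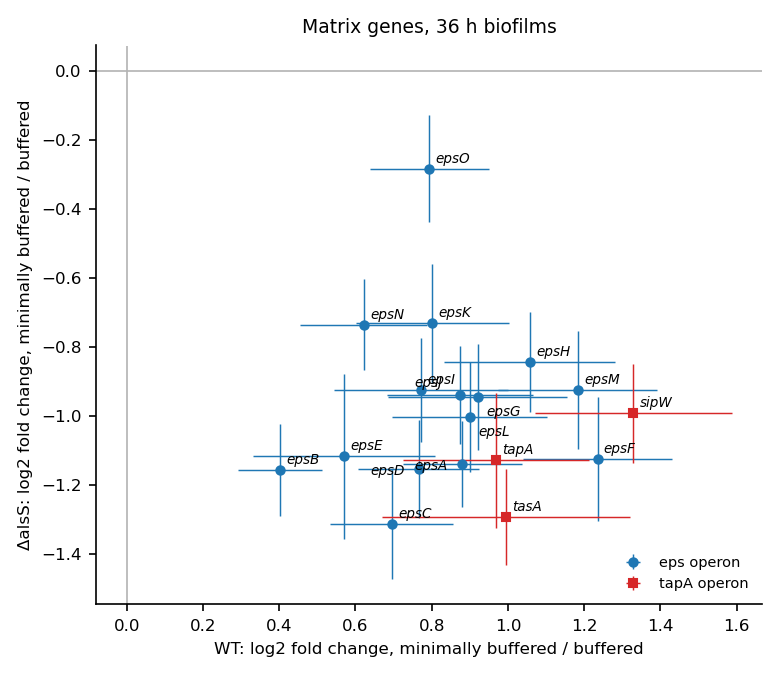
Log2 fold change (± SE) of minimally buffered against buffered medium at 36 h in WT (horizontal axis) and ∆*alsS* (vertical axis) for the 18 matrix genes, with the *eps* operon as circles and the *tapA* operon as squares, 3 replicates in each group. All genes lie above 0 in WT and below 0 in ∆*alsS*.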

We then created a genetically encoded fluorescent reporter for TapA, the anchoring and assembly protein for biofilm amyloid fiber. As expected, we found that WT biofilms displayed comparable TapA reporter expression in both buffered and minimally buffered conditions, in agreement with our prior observations on biofilm morphology (Fig. 4e, left). In contrast, while ∆*alsS* biofilms had comparable TapA reporter expression in buffered conditions, we measured significantly reduced (*P* < 0.0001) TapA expression in minimally buffered conditions (Fig. 4e, right, and f). 

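Genes for flagella were higher in minimally buffered medium in both strains at 36 h. Of 36 measured flagellar genes, 36 rose in ∆*alsS* and 31 rose and 1 fell in WT (36, 31 and 1 when adjusted over the list alone). *hag*, the flagellin gene, went from 591 ± 93.7 to 5763 ± 1159 normalized counts in WT (SD, n = 3) and from 9575 ± 431 to 35766 ± 1458 in ∆*alsS* (SD, n = 3). The log2 fold changes were 3.27 in WT (SE 0.17, adjusted p = 1.2e-06 from limma) and 1.90 in ∆*alsS* (SE 0.10, adjusted p = 1.04e-05 from limma). The difference between ∆*alsS* and WT was -1.37 (adjusted p = 0.000177 from limma), and in buffered medium *hag* was 3.51 higher in ∆*alsS* than in WT. *fliF* and *fliM*, of the basal body and its switch, rose by 2.33 and 2.35 in WT, and *fliD* and *fliM*, the filament cap and the switch, by 1.92 and 1.82 in ∆*alsS*. Over the list, the median log2 fold change was 1.34 in WT and 1.56 in ∆*alsS*. The buffer effect was higher in ∆*alsS* for 12 flagellar genes and lower for 8 (13 and 8 adjusted over the list alone). Chemotaxis genes rose in ∆*alsS*, 16 of 18 (16 adjusted over the list alone), while in WT 6 rose and 5 fell (6 and 5 adjusted over the list alone). In ∆*alsS*, *cheA*, the chemotaxis kinase, and *cheY*, its response regulator, rose by 1.52 and 1.69. In WT, the receptor gene *mcpC* rose by 1.01 and *tlpB*, a further receptor gene, fell by 1.23 on the log2 scale. The buffer effect was higher in ∆*alsS* for 12 chemotaxis genes and lower for 1 (12 and 1 adjusted over the list alone). For this difference, neither the flagellar nor the chemotaxis list passed camera with an estimated correlation. In minimally buffered medium, all 36 flagellar genes (36 adjusted over the list alone) and 14 chemotaxis genes (14 adjusted over the list alone) were higher in ∆*alsS* than in WT, with *fliD* at 2.42 and *mcpA*, a receptor gene, at 1.63. Late sporulation genes, such as *cotZ* at -2.85 in WT and *cwlD* at -1.75 in ∆*alsS*, moved down at 36 h, where the flagellar genes moved up. The 2 lists did not always run in opposite directions. In ∆*alsS* at 24 h, by the media of the labels, 25 late sporulation genes and 26 flagellar genes rose, and 0 of either fell. Camera ranked the flagellar list above other genes in both strains at the preset correlation (adjusted p = 1.3e-08 in WT and 2.19e-21 in ∆*alsS*) and in neither otherwise (adjusted p = 0.193 and 0.296 with an estimated correlation), and fry gave adjusted p values of 3.77e-05 and 0.000202. In WT, 3 chemotaxis genes fell without WT, buffered, 36 h replicate 2, and 2 flagellar genes fell by the authors' p-values and with edgeR over all libraries of the time point.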

Interestingly, both ∆*alsS* mutant biofilms and WT biofilms upregulated motility genes in minimally buffered conditions, suggesting the possibility of acidification-associated biofilm dispersal. Taken together, these results confirm that active pH regulation facilitates biofilm ECM formation in minimally buffered conditions.

## DISCUSSION

While chemical buffers can be employed to study biofilms in the laboratory, they can also mask the underlying biology of pH management during biofilm development. In our study, we established a minimally buffered system to determine how undomesticated *B. subtilis* biofilms cope with growth-associated acidification. We discovered an active pH regulation mechanism that effectively mitigates both growth-associated acidification and external pH challenges. This phenomenon is fully masked in buffered laboratory media—such as MSgg commonly used to study *Bacillus subtilis* biofilms—and relies on the pH-dependent expression of acetoin biosynthesis. Disruption of acetoin biosynthesis results in dysregulated biofilm development and decreased extracellular matrix production. Thus, this active pH regulation mechanism enables biofilms to minimize cellular stresses and maintain community resilience against both internal growth-associated acidification and external pH challenges (Fig. 5). The discovery of active pH regulation in *B. subtilis* biofilms could provide new opportunities for understanding microbial communities, controlling pathogenic biofilm growth, and engineering novel biofilm behaviors.

**Fig 5:**
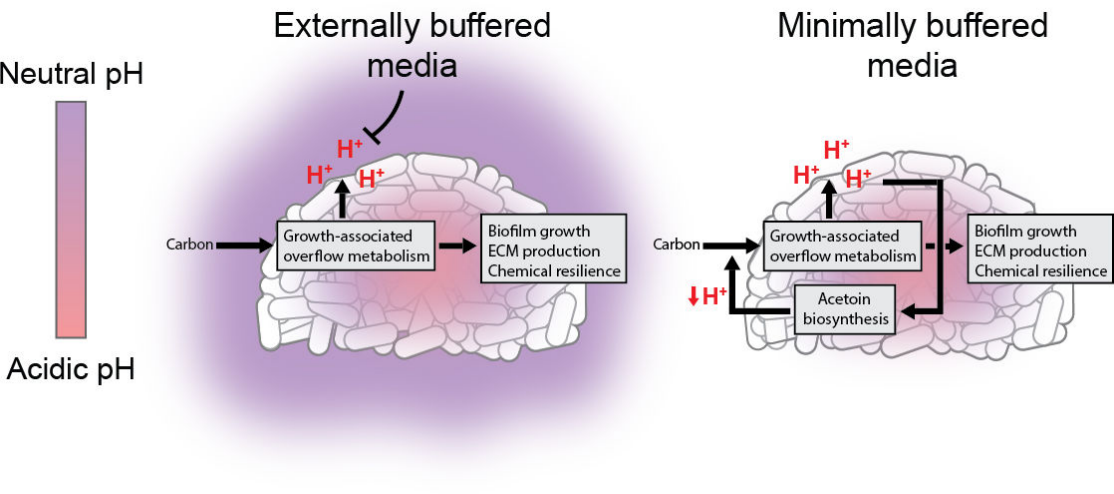
Proposed schematic of active pH regulation in *B. subtilis* biofilms.

Additional studies will be needed to determine whether this active pH regulation mechanism is found in other biofilm-forming species. While acetoin biosynthesis is largely conserved across both Gram-positive and Gram-negative bacteria, the pH-dependent expression of these pathways, especially in minimally buffered conditions, remains an open question. Furthermore, while overflow metabolism has been well characterized in planktonic lab strains of *Escherichia coli*, its potential impact on biofilm development and pH regulation remains unclear (17, 44). We propose that overflow metabolism, specifically acetoin biosynthesis, provides a critical detoxification pathway for immobilized and densely packed communities during biofilm development. Our proposal aligns with and extends mechanistic single-cell level studies that reveal the potential role of acetoin biosynthesis in mitigating local acidification (45).

Future studies may also elucidate how active pH regulation influences other emergent behaviors observed in biofilms. For example, in natural environments, such as soil, geothermal springs, and human gastrointestinal tract, variations and gradients in pH give rise to unique bacterial behaviors such as extracellular electron transport, chemotropy, and increased drug resistance (46–48). Our results are also intriguing to consider alongside recent results that show acetate biosynthesis pathway promoting biofilm development over macroscopic length scales (49, 50). As biofilm growth appears to necessitate acetate production, it would be interesting to determine how local acetate production influences nearby communities and how each community integrates their local needs with those of their neighbors. Active pH regulation could also help stabilize the PMF of biofilm cells during electrochemical signaling, enabling cells to modulate ionic efflux and membrane voltage while maintaining cellular growth.

## MATERIALS AND METHODS

### Growth conditions

Bacteria were grown in Luria–Bertani (LB) rich media overnight and/or grown on the day of experiment and seeded into MSgg media. Biofilms in fully buffered conditions were grown in standard MSgg, which contains 100 mM MOPS, 5 mM potassium-phosphate buffer (pH 7), 2 mM MgCl_2_, 700 µM CaCl_2_, 50 µM MnCl_2_, 100 µM FeCl_3_, 1 µM ZnCl_2_, 2 µM thiamine HCl, 0.5% (vol/vol) glycerol, and 0.5% (wt/vol) monosodium glutamate. Biofilms in minimally buffered conditions were grown in modified MSgg, which contains 1 mM MOPS, 5 mM potassium phosphate buffer (pH 7), 2 mM MgCl_2_, 700 µM CaCl_2_, 50 µM MnCl_2_, 100 µM FeCl_3_, 1 µM ZnCl_2_, 2 µM thiamine HCl, 0.5% (vol/vol) glycerol, and 0.5% (wt/vol) monosodium glutamate. To measure biofilm extracellular pH, 10 µM BCECF free acid (Biotium) was used in MSgg. Strains were grown to optical density 0.8–1.0 in LB, spun down and resuspended in 1× PBS. One microliter of cell culture was then seeded into 199 µL of MSgg in a 96-well microplate (Corning 3904) or into a well with 0.6 mL of solid MSgg agar in a 24-well plate (Corning 3526).

### Optical density, fluorescence, and cell density measurements

Optical density (530 and 600 nm), BCECF, and YFP fluorescence in all our studies were measured using a TECAN Infinite MPLEX plate reader with excitation/emission wavelength set to 503/530 nm and gain set to 100. To quantify biofilm extracellular pH, minimally buffered MSgg was prepared for each experiment and conditioned to pH 5, 6, 7, 8, and 9 using 1 M HCl and 1 M NaOH when appropriate. BCECF dye was then added to these aliquots and included as a standard curve to convert the measured BCECF fluorescence signal to extracellular pH. Cell density of biofilms or planktonic cultures was quantified using a hemocytometer or Logos Biosystems Quantom TX Microbial Counter. To prepare biofilms for cell density quantification, biofilms were grown for the desired time in either buffered or minimally buffered MSgg media. Each biofilm was harvested into 1 mL of 1× PBS solution and sonicated for 5 s on ice using a Qsonica Q125 125W 20-kHz sonicator at 60% amplitude. For hemocytometer counting, the resulting cell suspension was fixed with paraformaldehyde, diluted into PBS, and counted using phase microscopy. For the Quantom TX, the cell suspension was diluted in PBS, stained using the Logos Total Cell Staining kit, and imaged directly on the Quantom TX.

### DNA cloning

Custom promoter sequences were ordered from Integrated DNA Technologies (IDT) or amplified from the native NCIB genome and cloned upstream of a YFP reporter in a *B. subtilis* integration vector ECE174 (https://bgsc.org/search.php?Search=ece174) with chloramphenicol resistance. All plasmid assembly was performed using Gibson Assembly using the Gibson Assembly Master Mix (NEB). The assembled plasmid was transformed into NCIB 3610 using a natural competence protocol previously described and plated on LB agar with appropriate selection (51). Genetic complements with native promoters were amplified from the native NCIB genome with 500 bp of the native promoters and added to the integration vector ECE174 with chloramphenicol resistance. Gene overexpression was amplified the same way as genetic complements, but the native promoter was swapped with pHyperspank for inducible expression of the given gene with isopropyl β-D-1-thiogalactopyranoside. Gene overexpression constructs were also added to ECE174 with chloramphenicol resistance.

### Acetate measurements

Biofilms (3,610) were grown in minimally buffered MSgg media in a 96-well microplate (Corning 3904). Supernatant was harvested at given timepoints and stored at −80°C until all samples were collected. Samples were transferred to microcentrifuge tubes and cleared of debris by centrifugation at 20,000*g* for 15 min at 4°C. Sample supernatants were transferred to fresh tubes and diluted with water to be within the working range of the kit. Acetate was measured using the Abnova KA3780 kit according to protocol provided. Measurements were conducted in the colorimetric range.

### Biofilm growth and normalization for metabolomics

Bacteria were grown in LB rich media on the day of experiment, washed with PBS, and seeded onto MSgg media agar pads in six-well plates. Biofilms were harvested at given timepoints into 1 mL of −80°C prechilled 80% methanol. Samples were then frozen at −80°C until all samples were collected. Samples were then sonicated on ice for metabolite extraction using a Qsonica Q125 125W 20 kHz sonicator. Sonication was performed at 60% amplitude for 45 s—one 30-s sonication followed by a 15-s sonication with at least 5 min of rest on ice in between. Protein from lysed samples was precipitated at −80°C overnight. Samples were then cleared of debris by centrifugation at 20,000*g* for 15 min at 4°C. Sample supernatants were transferred to Northwestern’s Core Facility for Samples Reconstitution and Metabolomic analysis. For normalization, replicate biofilms were grown and harvested for every timepoint to determine total biofilm cell counts (11). Biofilms were collected in ice-cold PBS, sonicated for 5 s to disrupt cells from the matrix, and diluted 20× in PBS. Biofilm cell counts were then determined using Logos Total Cell Count staining kit and imaged directly on Quantom TX. Cell counts were used for normalization in “Metabolomics sample reconstitution after extraction” and “Metabolomics” below.

### Metabolomics sample reconstitution after extraction

Extraction solution was dried using SpeedVac. Acetonitrile (50%) was added to the tube for reconstitution followed by overtaxing for 30 s. Sample solution was then centrifuged for 30 min at 20,000*g*, 4°C. Supernatant was collected for liquid chromatography-mass spectrometry analysis.

### Metabolomics

Samples were analyzed by high-performance liquid chromatography and high-resolution mass spectrometry and tandem mass spectrometry (HPLC-MS/MS) (52, 53). Specifically, the system consisted of a Thermo Q-Exactive in line with an electrospray source and an Ultimate3000 (Thermo) series HPLC consisting of a binary pump, degasser, and auto-sampler outfitted with an Xbridge Amide column (Waters; dimensions of 3.0 mm × 100 mm and a 3.5-µm particle size). The mobile phase A contained 95% (vol/vol) water, 5% (vol/vol) acetonitrile, 10 mM ammonium hydroxide, 10 mM ammonium acetate, pH = 9.0; B was 100% acetonitrile. The gradient was as follows: 0 min, 15% A; 2.5 min, 30% A; 7 min, 43% A; 16 min, 62% A; 16.1–18 min, 75% A; 18–25 min, 15% A with a flow rate of 150 µL/min. The capillary of the ESI source was set to 275°C, with sheath gas at 35 arbitrary units, auxiliary gas at 5 arbitrary units, and the spray voltage at 4.0 kV. In positive/negative polarity switching mode, an *m*/*z* scan range from 60 to 900 was chosen, and MS1 data were collected at a resolution of 70,000. The automatic gain control (AGC) target was set at 1 × 10^6^, and the maximum injection time was 200 ms. The top five precursor ions were subsequently fragmented, in a data-dependent manner, using the higher-energy collisional dissociation (HCD) cell set to 30% normalized collision energy in MS2 at a resolution power of 17,500. Besides matching *m*/*z*, metabolites are identified by matching either retention time with analytical standards and/or MS2 fragmentation pattern. Data acquisition and analysis were carried out by Xcalibur 4.1 software and Tracefinder 4.1 software, respectively (both from Thermo Fisher Scientific).

### RNA isolation

3610 biofilms were grown for 36 h in either buffered or minimally buffered MSgg media. Each biofilm was harvested into 1 mL of pre-chilled 50% methanol solution. The biofilm was then pelleted by centrifugation, aspirated to remove supernatant, and flash frozen with liquid nitrogen before being stored overnight at -80°C. RNA was then isolated using the QIAGEN RNeasy kit (QIAGEN) according to the manufacturer’s instructions with lysis being completed by 30s of bead-beating using Lysis Matrix B tubes in the Omni Bead Ruptor Elite bead beating machine.

### RNA sequencing

RNA quality was checked using Bioanalyzer (Agilent) prior to RNA-seq library preparation. RNA samples with an RNA integrity number >8 were used for library preparation, which was constructed from 100 ng of RNA with the Illumina Stranded Total RNA Prep, Ligation with Ribo-Zero Plus kit (Illumina). RNA sequencing was then performed on a NovaSeq 6000 sequencer and analyzed as previously described. The quality of reads, in FASTQ format, was evaluated using FastQC. Reads were trimmed to remove Illumina adapters from the 3′ ends using cutadapt (54). Trimmed reads were aligned to the *B. subtilis* genome strain 3610 National Center for Biotechnology Information (NCBI) CP020102.1 and plasmid NCBI CP020103.1 using STAR (55). Read counts for each gene were calculated using htseq-count (Anders et al., 2015) in conjunction with a gene annotation file for the reference genomes obtained from NCBI. Normalization and differential expression were calculated using DESeq2, which employs the Wald test (56). The cutoff for determining significantly differentially expressed genes was an FDR-adjusted *P*-value < 0.05 using the Benjamini–Hochberg method.

### Microscopy

Biofilm growth was recorded using phase-contrast and fluorescence microscopy. The microscope used was a Nikon Ti2. To image entire biofilms, we used a 10× objective and the stitching function in Nikon Elements to assemble images. Images were taken every hour. Whenever fluorescence images were recorded, we used the minimum exposure time that still provided a good signal-to-noise ratio.

### Image analysis

Fiji/ImageJ (National Institutes of Health) was used for image analysis. To measure biofilm fluorescence, we identified the biofilm area first using phase and creating custom regions of interests (ROIs) that outlined the biofilm for each frame. We then used the same ROIs on the relevant fluorescent channel of the same experimental run to measure average fluorescent reporter signal over time.

### Statistical analyses

Statistical tests were calculated in GraphPad Prism 9.0. For comparisons between two independent groups, a Student’s *t*-test was used. Significance was accepted at *P* < 0.05. The details of the statistical tests carried out are indicated in respective figure legends.

## Data Availability

Data are available on NCBI GEO with accession number GSE231939.

## SUPPLEMENTAL MATERIAL

Supplemental Figures and Tables mbio.03387-23-s0001.docx Figures S1 to S6 and Tables S1 and S2.

ASM does not own the copyrights to Supplemental Material that may be linked to, or accessed through, an article. The authors have granted ASM a non-exclusive, world-wide license to publish the Supplemental Material files. Please contact the corresponding author directly for reuse.

# Supplementary material for: Active pH regulation facilitates Bacillus subtilis biofilm development in a minimally buffered environment
**Source:** mBio. 2024 Feb 13;15(3):e03387-23. doi: 10.1128/mbio.03387-23
**Supplement:** Supplemental Figures and Tables — Figures S1 to S6 and Tables S1 and S2.

**Supplementary materials**

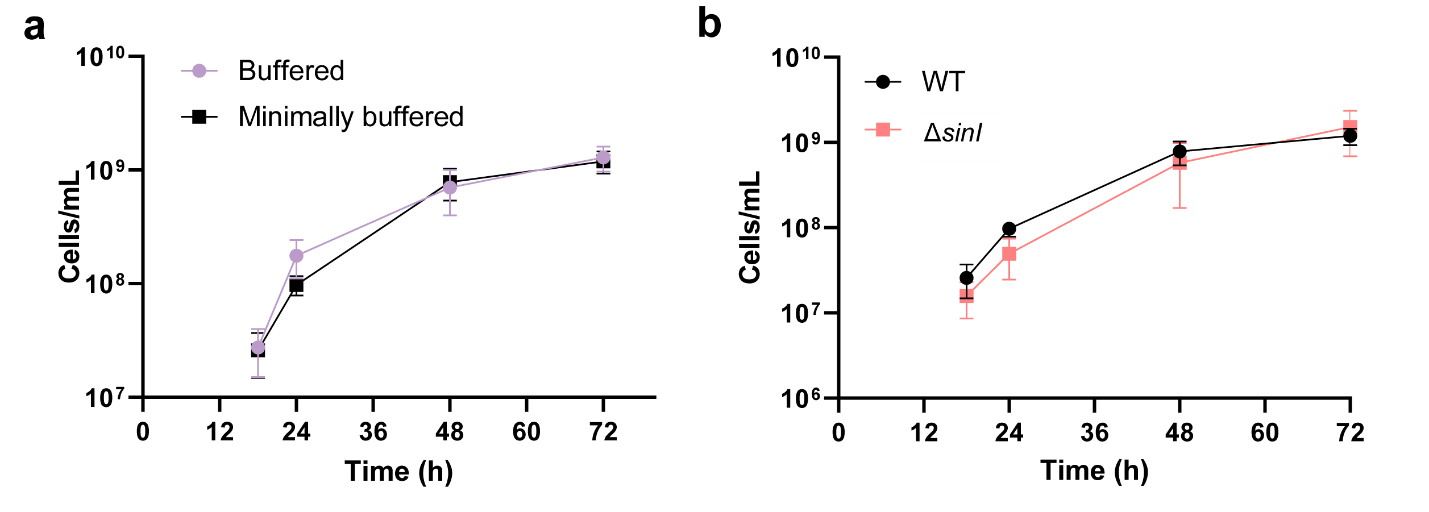

**Supplemental Figure 1: Biofilm growth measurements in buffered (100 mM MOPS) and minimally buffered (1 mM) MSgg media over time**. **a,** Biofilm cell density measurements over time. Biofilms were harvested in protocol outlined in Methods section. Data: mean ± std, n=3 technical replicates. **b,** 3610 WT and ∆*sinI* cell density measurements in minimally buffered (1 mM MOPS) MSgg. Both strains were harvested in protocol outlined in Methods section. Data: mean ± std, n=3 technical replicates.

**Supplemental Figure 2: BCECF free acid fluorescence over extracellular pH.** BCECF free acid was added into MSgg media at 10 uM concentration and measured at 490/535 nm Ex/Em, Red data points represent BCECF measurements taken at 0 h (directly after media preparation) and blue data points represent BCECF measurements taken after approximately 65.9 h in MSgg media incubated at 30°C. Both data sets were fitted with a simple linear regression with R^2^ = 0.94 in both cases. For each experiment, a BCECF standard curve was used to internally calibrate BCECF signal to pH and subsequently convert measured BCECF fluorescence during biofilm growth to extracellular pH.

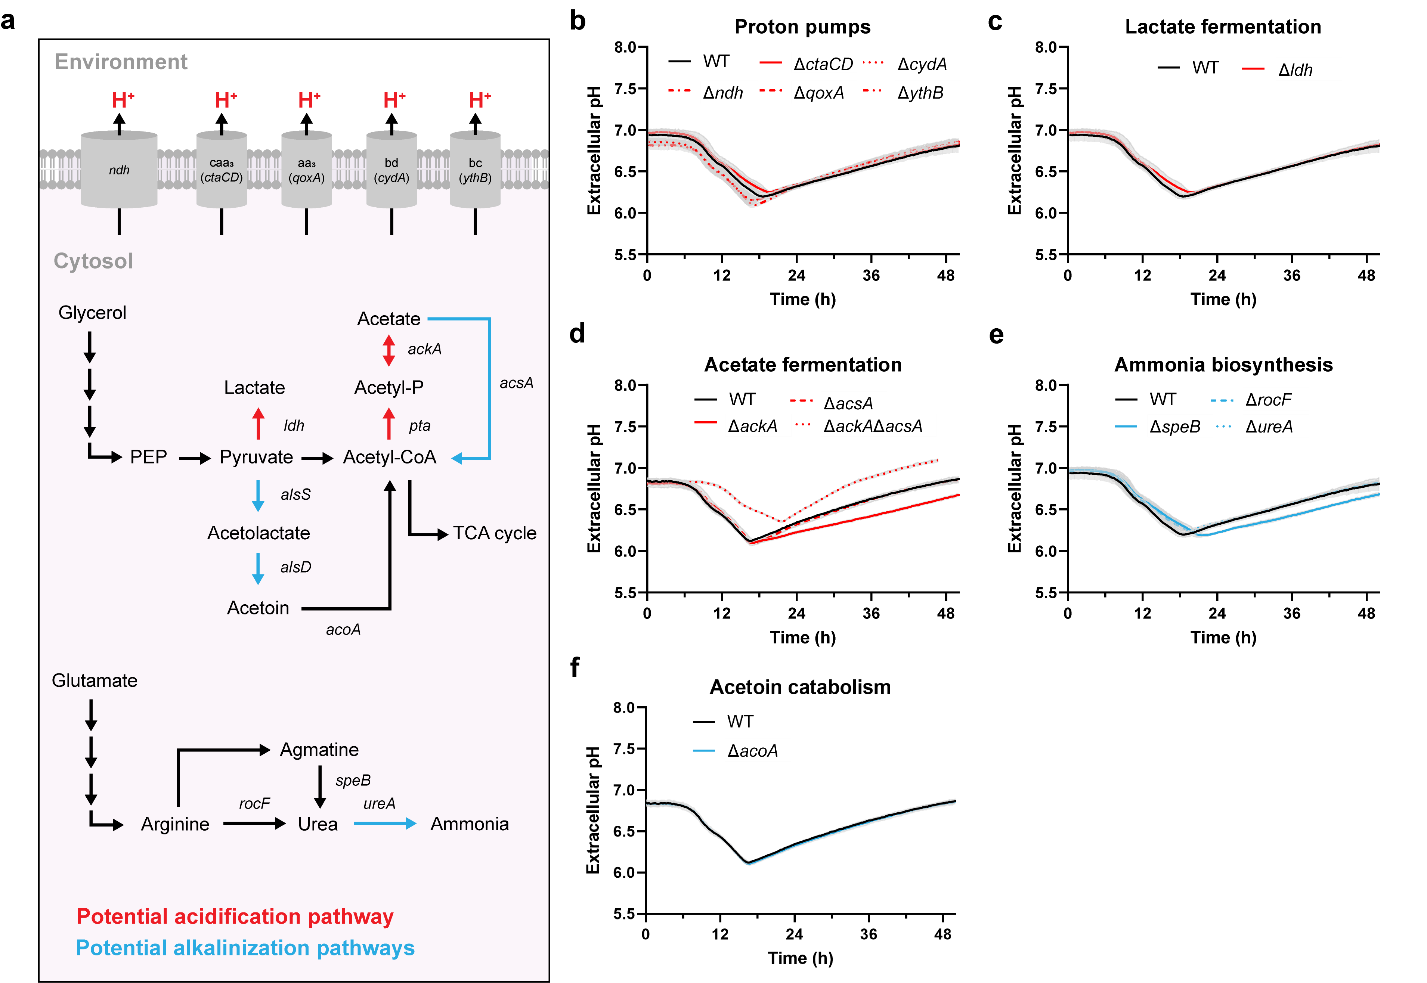

**Supplemental Figure 3: Genetic mechanisms responsible for extracellular pH modulation in biofilms.**

**a**, Schematic showing metabolic pathways in *B. subtilis* NCIB 3610 that are potential sources for extracellular acidification and alkalinization. Potential acidification pathways are highlighted in red whereas potential alkalinization pathways are highlighted in blue. **b**, Extracellular pH measurements for proton pump mutants. Data: mean ± std, n=3 technical replicates. Strains: NCIB 3610, Δ*ctaCD*, Δ*cydA*, Δ*ndh*, Δ*qoxA*, Δ*ythB*. **c**, Extracellular pH measurements for lactate dehydrogenase mutant, ∆*ldh*. Data: mean ± std, n=3 technical replicates. Strains: NCIB 3610, Δ*ldh*. **d**, Extracellular pH measurements for acetate biosynthesis and catabolism mutants. Data: mean ± std, n=3 technical replicates. Strains: NCIB 3610, Δ*ackA*, Δ*ackA*Δ*acsA*, Δ*acsA*, **e**, Extracellular pH measurements for ammonia biosynthesis mutants. Data: mean ± std, n=3 technical replicates. Strains: NCIB 3610, Δ*rocF*, Δ*speB*, Δ*ureA*. **f**, Extracellular pH measurements for acetoin catabolism mutant. Data: mean ± std, n=3 technical replicates. Strains: NCIB 3610, Δ*acoA.*

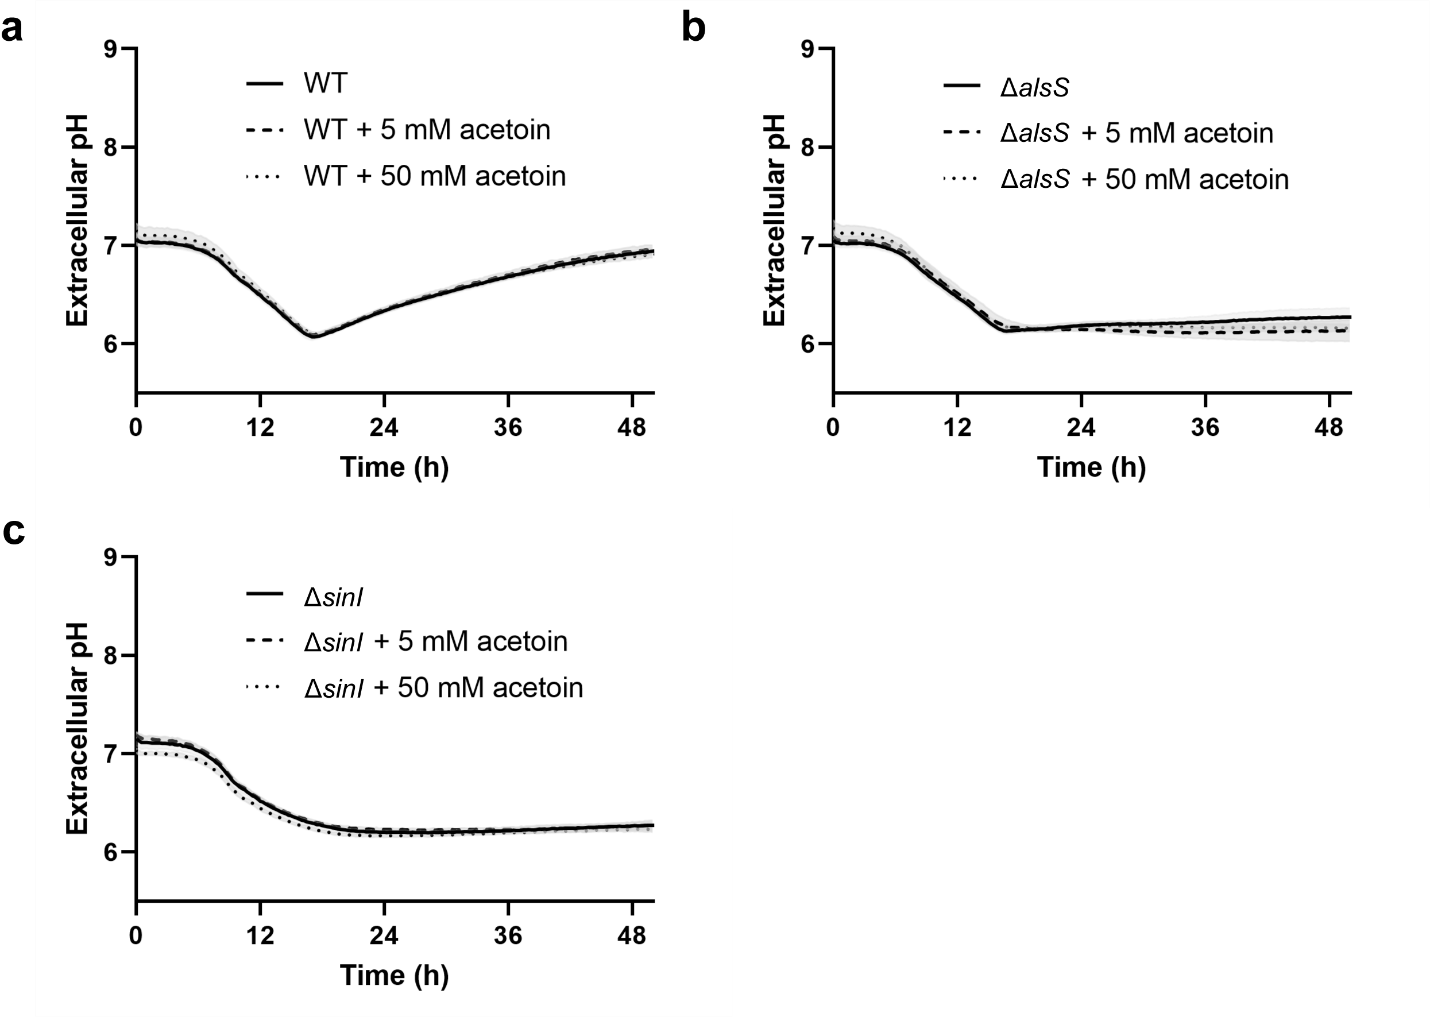

**Supplemental Figure 4: Extracellular pH measurements for biofilms grown in the presence of exogenous acetoin.** **a**, Acetoin added to the starting minimally buffered MSgg with 10 uM BCECF at 0, 5, and 50 mM concentrations and inoculated with NCIB 3610 at 30°C. Biofilms were grown for approximately 50 h. Data: mean ± std, n=3 technical replicates. **b**, Acetoin added to the starting minimally buffered MSgg with 10 uM BCECF at 0, 5, and 50 mM concentrations and inoculated with NCIB 3610 Δ*alsS* at 30°C. Biofilms were grown for approximately 50 h. Data: mean ± std, n=3 technical replicates. **c**, Acetoin added to the starting minimally buffered MSgg with 10 uM BCECF at 0, 5, and 50 mM concentrations and inoculated with NCIB 3610 Δ*sinI* at 30°C. Strain was grown for approximately 50 h. Data: mean ± std, n=3 technical replicates.

**Supplemental Figure 5: Safranin staining of biofilms grown at various pH starting conditions in minimally buffered MSgg.** Biofilms were allowed to grow for approximately 68 h at 30°C. Biofilm matrix was isolated via aspiration of remaining media and air dried overnight at room temperature. Matrix was then stained with safranin solution for 10 min, washed three times with water, and allowed to dry for another 30 minutes. 30% acetic acid was added to the matrix and allowed to stain for 30 minutes before measuring final optical density of the stained matrix at 530 nm.

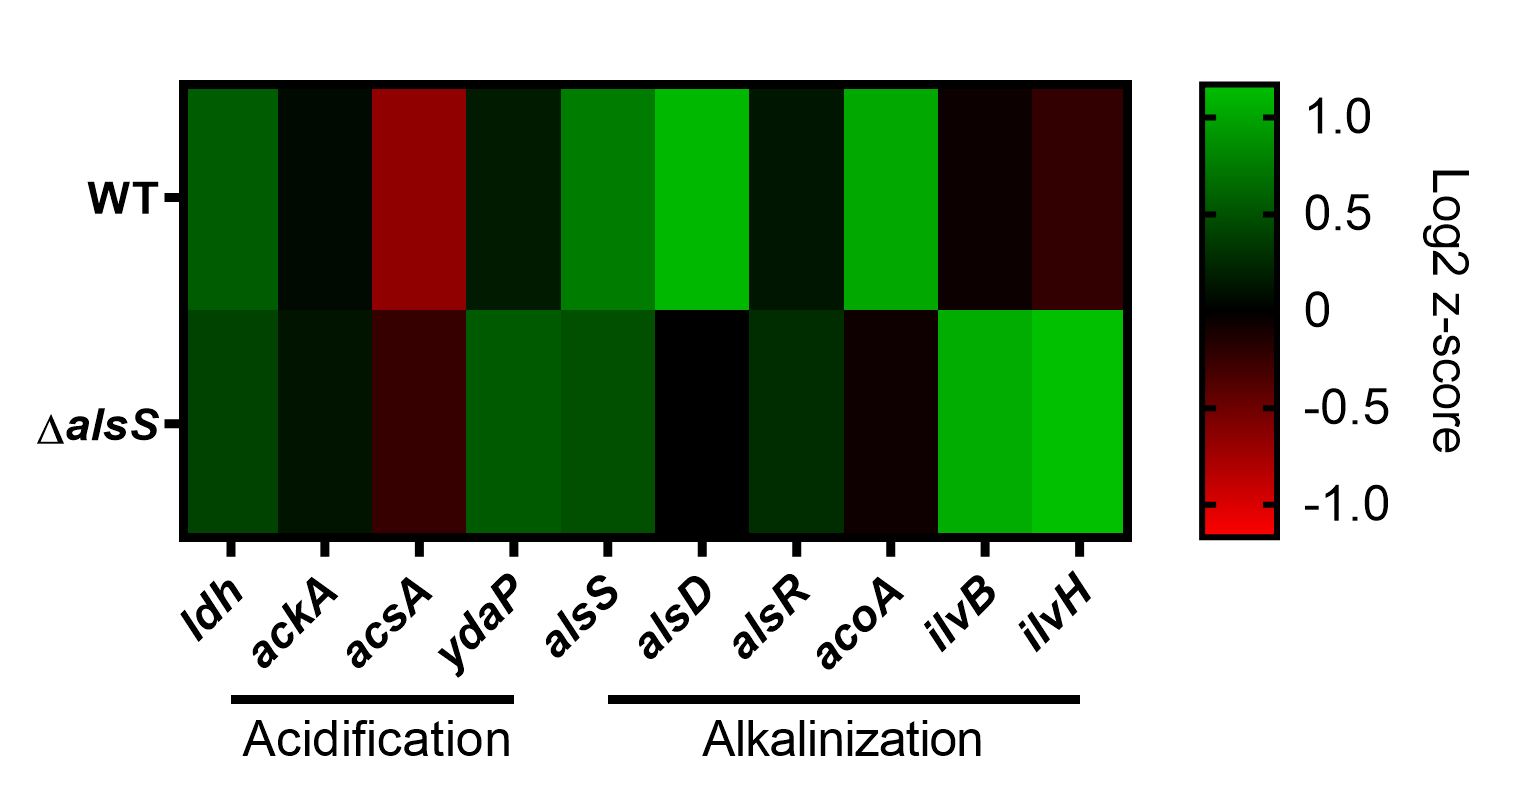

**Supplemental Figure 6: Transcriptomic analysis of acidification- and alkalinization-associated genes.** Heat map showing differentially expressed genes in overflow metabolism and potential candidates for extracellular acidification and alkalinization, induced by minimization of extracellular buffer, n=3

**Supplemental Table 1: Strains used in this study.**

| **Strain** | Organism | Genotype |
| --- | --- | --- |
| Wild type | *B. subtilis* NCIB 3610 |  |
| Δ*sinI* | *B. subtilis* NCIB 3610 | *sinI::neo* |
| Δ*ndh* | *B. subtilis* NCIB 3610 | *ndh::kan* |
| Δ*ctaCD* | *B. subtilis* NCIB 3610 | *ctaCD::neo* |
| Δ*cydA* | *B. subtilis* NCIB 3610 | *cydA::neo* |
| Δ*qoxA* | *B. subtilis* NCIB 3610 | *qoxA::neo* |
| Δ*ythB* | *B. subtilis* NCIB 3610 | *ythB::neo* |
| Δ*ldh* | *B. subtilis* NCIB 3610 | *ldh::kan* |
| Δ*ackA* | *B. subtilis* NCIB 3610 | *ackA::kan* |
| Δa*csA* | *B. subtilis* NCIB 3610 | *acsA::kan* |
| Δ*ackA* Δ*acsA* | *B. subtilis* NCIB 3610 | *ackA::acsA::kan* |
| Δ*rocF* | *B. subtilis* NCIB 3610 | *rocF::kan* |
| Δ*speB* | *B. subtilis* NCIB 3610 | *rocF::kan* |
| Δ*ureA* | *B. subtilis* NCIB 3610 | *rocF::kan* |
| Δ*alsS* | *B. subtilis* NCIB 3610 | *alsS*::*kan* |
| Δ*alsS sacA::*P*_alsS_-alsS* | *B. subtilis* NCIB 3610 | *sacA*:: P*_alsS_-alsS* |
| Δ*alsD* | *B. subtilis* NCIB 3610 | *alsD*::kan |
| Δ*alsD sacA*::P*_alsD_-alsD* | *B. subtilis* NCIB 3610 | *sacA*:: P*_alsD_*-alsD |
| Δ*acoA* | *B. subtilis* NCIB 3610 | *acoA:*:kan |
| P*_alsS_*-YFP | *B. subtilis* NCIB 3610 | *sacA*::P*_alsS_*-YFP |
| P*_hyp_*-alsS | *B. subtilis* NCIB 3610 | *sacA*::P*_hyp_*-*alsS* |
| P*_hag_*-mCherry, P*_tapA_*-CFP | *B. subtilis* NCIB 3610 | *amyE*:: P*_hag_*-mCherry, *sacA*::P*_alsS_*-YFP |
| Δ*alsS* P*_hag_*-mCherry, P*_tapA_*-CFP | *B. subtilis* NCIB 3610 | *alsS*::*kan , amyE*:: P*_hag_*-mCherry, *sacA*::P*_alsS_*-YFP |

**Supplemental Table 2: Planktonic doubling times for NCIB 3610 and acetoin mutants.**

|  | **LB t_d_ (min)** | | | |
| --- | --- | --- | --- | --- |
| **Strain** | **pH 6** | **pH 7** | **pH 8** | **pH 9** |
| WT | 119.2 ± 4.7 | 118.7 ± 10.6 | 122.8 ± 10.0 | 125.1 ± 10.7 |
| Δ*sinI* | 118.0 ± 8.7 | 117.5 ± 3.4 | 119.2 ± 1.6 | 121.9 ± 10.12 |
| Δ*alsS* | 122.4 ± 15.8 | 121.6 ± 8.7 | 121.4 ± 10.2 | 124.7 ± 2.7 |
| Δ*alsD* | 118.0 ± 6.7 | 123.0 ± 1.7 | 125.4 ± 10.6 | 124.2 ± 3.6 |

How the deposited data were processed for this re-analysis (not part of the article)

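RNAseq was measured in 24 libraries of *B. subtilis* biofilms, 3 replicates in each of 8 groups that cross WT and ∆*alsS*, buffered and minimally buffered MSgg, and 24 h and 36 h. Each library was assigned to its group by its label. The signal values in the deposited tables are reads per gene that the authors divided by the DESeq2 size factor of each library, separately in each of the 11 tables. The log2 values are log2 fold changes between the groups of a table, computed by the authors with DESeq2 and deposited with their standard errors. The p-values are those of the authors' DESeq2 Wald test, deposited as such and after Benjamini-Hochberg adjustment. The paper names FastQC, cutadapt, STAR, htseq-count and DESeq2 without versions. Its methods give libraries depleted of ribosomal RNA and reads aligned to the genome and plasmid of the strain.

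Whole reads were recovered by dividing each column by its smallest step, and 100% of the values were whole within 0.001. No gene's reads differed between tables that share a library. Libraries held 4676254 to 14607142 reads in genes (median 8497538), over 4367 genes, of which 97.2% had a mean over 10 reads. Of 4147 gene symbols in the tables, 3462 matched a gene of strain 168 in the reference, and 493 of the 531 genes of the lists were found.

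Each pair of groups was compared within its own table. Log2 of the normalized count plus a pseudocount of 1 was fitted with limma 3.58.1 (lmFit and eBayes, with a trend and without robust estimation) in R 4.3.3, over genes with a mean of at least 10 in the 6 libraries, with no replicate block, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Differences between buffer effects were fitted over 12 libraries with a baseline for each table. In all, 8 pairs and 4 differences were tested. Before the data were examined, 30 gene lists, the tests, the alternatives and the rule for named genes were fixed. Lists were counted by direction, adjusted over all genes tested and over the list alone, and tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. P-values of camera and fry were adjusted over the 30 lists. The named genes are those the paper names, the 10 largest rises and 10 largest falls of each buffer effect at 36 h and of ∆*alsS* against WT in minimally buffered medium at 36 h (with a symbol, a mean of at least 50 and no overlap between groups), up to 4 members of each list by smallest adjusted p, and listed genes in a deposited sheet of genes of interest.

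The alternatives were pseudocounts of 0.25 and 10, no filter and a mean of at least 50, quantile normalization, TMM scaling, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, the authors' p-values over the same genes, a replicate block, edgeR over all libraries of a time point, and leaving out each library in turn. The limma fit was tested on simulated data with known changes built on these libraries: at a log2 size of 1 it recovered 93.9% of the changed genes for the buffer effect in WT at 36 h, 96% in ∆*alsS*, and 78% for their difference. For the buffer effect in WT, 99 of 4268 genes were changed at this size, against 2721 genes called in the real data. The spread was drawn from a trend over all genes, so recovery may differ in the real data. Values were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The deposited comparisons of 24 h against 36 h within 1 medium were not used here as comparisons of their own, apart from the weighing of matrix genes after the article. The annotation sheets in the tables and the sheets with selected genes were not used for any test.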

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

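The comparisons in this part were planned, while the tests of explanations and the other splits of the libraries were chosen after the results were seen. In buffered medium at 36 h, 18 of 18 matrix genes were higher in ∆*alsS* than in WT (18 when adjusted over the list alone), with a median log2 fold change of 2.63 (camera adjusted p = 1.5e-09, and adjusted p = 0.426 with an estimated correlation), *tapA* at 3.31 and *epsA* at 3.09, whereas at 24 h 15 were lower (17 adjusted over the list alone), with a median of -0.62 (adjusted p = 0.114 with an estimated correlation). Under each of quantile normalization, TMM scaling, edgeR and DESeq2, 18 of the 18 were called higher. The choice among these scalings thus does not account for it. They put the median log2 value of all genes at 0.003 to 0.034, so they could hardly change a median of 2.63. All of them set the libraries level over the bulk of the genes, so scaling as such was not tested. Media exchanged between the labels of a strain are argued against, since for every pairing of a ∆*alsS* medium with a WT medium at least 17 were called higher in ∆*alsS* by edgeR on recovered reads (medians from 0.83 to 2.53). From 24 h to 36 h in buffered medium, 18 fell in WT (median -3.18), while 7 rose and 1 fell in ∆*alsS* (median 0.20). That the change was lower in WT for 18 follows from the levels at both times, and late sporulation genes differed as well in buffered medium at 36 h, 24 of 27 lower in ∆*alsS* (24 adjusted over the list alone; adjusted p = 0.426 with an estimated correlation), *cotG* at -3.52, so a change in the mix of cell states, which was not tested, stays open, as do an earlier fall in WT and any other effect of strain and time.

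At 24 h, 18 of 19 iron uptake genes fell in ∆*alsS* in minimally buffered medium (18 when adjusted over the list alone), with a median of -1.13 (adjusted p = 0.413 with an estimated correlation), *ykuO* at -2.42 and *dhbB* at -2.31, and the buffer effect was lower than in WT for 18 (18 adjusted over the list alone; median -3.24; adjusted p = 0.374 with an estimated correlation). Under each of quantile normalization, TMM scaling, edgeR and DESeq2, 18 were called lower, so the choice among these scalings does not account for the fall. They put the median log2 value of all genes at -0.077 to -0.006, small beside -1.13. All of them set the libraries level over the bulk of the genes, so scaling as such was not tested. Of 132 genes called in one direction in the 3 other buffer comparisons, 36 ran the opposite way in ∆*alsS* at 24 h and 39 the same way (48.0% opposite), but of 1204 genes called in one direction in both buffer comparisons at 36 h, 611 ran the opposite way and 91 the same way (87.0%). The 132 genes became 25 without WT, buffered, 24 h replicate 1 (2 opposite, 13 the same), 10 without replicate 2 of that group (0 and 8), 11 without WT, minimally buffered, 24 h replicate 2 (0 and 9), and 233 without replicate 1 of that group (77 and 54). By list, among the 132, 14 iron uptake genes ran the opposite way and 0 the same way, 0 and 12 flagellar genes, and 0 and 5 phosphate starvation genes (the 14 and the 12 were both 0 without WT, buffered, 24 h replicate 1 or 2 or WT, minimally buffered, 24 h replicate 2, 8 and 7 without WT, buffered, 24 h replicate 3, 15 and 19 without WT, minimally buffered, 24 h replicate 1, and 14 and 5 without replicate 3 of that group), and among the 1204, 15 and 0, 0 and 22, and 1 and 5 (the 1 was 0 without ∆*alsS*, buffered, 24 h replicate 1, 2 or 3 or ∆*alsS*, minimally buffered, 24 h replicate 3, and 2 without replicate 1 of that group); media exchanged between the labels would turn all 3 lists, but WT at 24 h gives their direction in WT only, so an exchange cannot be told apart from an effect of time and strain, and all values of ∆*alsS* at 24 h by medium hold only as far as these labels do.

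*alsD* was higher in ∆*alsS* than in WT in buffered medium at 36 h, by a log2 fold change of 4.53 (SE 0.11), and by 3.39 in minimally buffered medium at 36 h, with 3.12 and 2.41 at 24 h. Its buffer effect in ∆*alsS* was 0.00 at 36 h (SE 0.14), from 47256 ± 6552 to 47165 ± 5468 normalized counts (SD, n = 3). That argues against its own promoter raised by one factor in both media, since this effect plus 2 standard errors is 0.287, below the effect in WT less 2 standard errors, which is 0.924. The buffer effect on *alsD* was smaller in ∆*alsS* than in WT, by -1.12 at 36 h and -0.74 at 24 h. At 24 h the difference did not pass without WT, buffered, 24 h replicate 2 (-0.696) or WT, minimally buffered, 24 h replicate 2 (-0.645). Transcription from the marker inserted in *alsS* would give a smaller effect. Its own promoter raised by unlike factors in the 2 media would give one too, so these values cannot tell the explanations apart, and both stay open. The marker's promoter and direction were not analysed here.

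Differences between groups were tested directly. The buffer effect differed between ∆*alsS* and WT for 2013 genes at 36 h and 1150 at 24 h, and between 36 h and 24 h for 1971 genes in WT and 2358 in ∆*alsS*. Among 100 of the 200 possible splits of the libraries, the real one included, 1, 2, 2 and 1 gave as many genes (highest of the others 1885, 1247, 2144 and 828). The splits do not test the differences, which rest on limma: most other splits mix the media and gave 0 at the median, and exchanging the groups of 1 table gave 2858, 1368, 2329 and 1710. At 36 h, the buffer effect was lower in ∆*alsS* than in WT for 18 of 18 matrix genes and for 18 of 21 respiratory genes (18 and 18 when adjusted over the list alone; adjusted p = 0.22 for both lists with an estimated correlation). The 1150 genes fell to 716 without WT, buffered, 24 h replicate 2, to 698 without WT, minimally buffered, 24 h replicate 2, and to 711 without ∆*alsS*, buffered, 24 h replicate 1.

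Data at 24 h are not discussed in the paper. At this time, the buffer changed 271 genes in WT and 1965 in ∆*alsS*, and ∆*alsS* differed from WT for 1326 genes in minimally buffered and 1927 in buffered medium. In WT, the count was 38 without WT, buffered, 24 h replicate 1, 15 without replicate 2 of that group, 453 without WT, minimally buffered, 24 h replicate 1, and 16 without replicate 2 of that group. The lowest correlation of log2 reads between replicates, 0.9647, was between WT, minimally buffered, 24 h replicates 1 and 3. At 24 h, the lowest in ∆*alsS* was 0.9848. The number of genes past the threshold depends on this spread too, so 271 and 1965 do not compare the sizes of the effects. The 1326 genes fell to 747 without WT, minimally buffered, 24 h replicate 2, to 753 without ∆*alsS*, minimally buffered, 24 h replicate 1, and to 635 without replicate 2 of that group. At 36 h, outside the genes the paper discusses, 24 of 27 late sporulation genes fell in WT and 22 of 24 early sporulation genes fell in ∆*alsS* in minimally buffered medium (24 and 22 when adjusted over the list alone; adjusted p = 0.193 and 0.397 with an estimated correlation).

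A pair of groups allows 10 splits, too few for a share under 0.05. In each pair the real split alone, 1 of 10, gave as many genes, and the highest of the others gave 0, against 2721 (WT) and 1995 (∆*alsS*) for the buffer effect at 36 h, 2211 (minimally buffered) and 2713 (buffered) for ∆*alsS* against WT at 36 h, and the counts above at 24 h. The same holds for the matrix, flagellar, acid sigma factor and peroxide regulon lists in both buffer effects at 36 h, with 17, 32, 5 and 11 genes in WT and 17, 36, 1 and 11 in ∆*alsS*.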

How the results depend on the processing

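All alternatives were planned before the data were examined. The authors' p-values and edgeR over all libraries of a time point were used for pairs of groups only, not for differences. Under each alternative run, including leaving out 1 library, the counts of genes past the threshold for the buffer and strain effects at 36 h, their difference, and the differences between times stayed within 1.5 times the reported count, as did, in the direction of most members, the matrix, flagellar and peroxide regulon lists in these effects at 36 h and the acid sigma factor list in WT, and none of these lists turned direction. For the acid sigma factor list in ∆*alsS*, where 1 gene passed, 2 passed by the authors' p-values and 0 with a mean of at least 50, where fewer genes are tested, and leaving out 1 library gave 1 to 2 (2 without ∆*alsS*, buffered, 36 h replicate 2 or ∆*alsS*, minimally buffered, 36 h replicate 2). The 271 genes of the buffer effect in WT at 24 h became 490 with DESeq2 on recovered reads, 683 by the authors' p-values, 538 with edgeR over all libraries of the time point, and 169 with a replicate block; the cause was not tested. Leaving out 1 library gave 15 to 453 for it. The range was 635 to 1580 for ∆*alsS* against WT in minimally buffered medium at 24 h, and 698 to 1625 for the difference between strains at 24 h. Fewer libraries enter these fits, which does not account for the rises. Each highest count came without WT, minimally buffered, 24 h replicate 1, whose correlation with replicate 3 of its group was the lowest between replicates, 0.9647. Correlations of the residuals ran from -0.148 to 0.078 in the 24 pairs of libraries with the same replicate number. In 5 of the pairs, each library was the other's best match. Among these were all pairs of the buffer effect in ∆*alsS* at 24 h (0.078, 0.059 and 0.047), where a replicate block gave 2026 genes against 1965. Since 0 of the 24 correlations were over 0.1, the numbers were not read as pairs, and the replicate block is an alternative only. Under quantile normalization, the median log2 value of all genes in the differences between times was 0.151 in WT and 0.204 in ∆*alsS*, against 0.051 and 0.046 as reported. For the buffer effect in ∆*alsS* at 36 h, 3995 of the 4260 genes tested had a mean of at least 50, and the effect of deeper sequencing was not tested. With 3 replicates a group, 75% of changes of a log2 size of 1 were recovered in simulated data for the difference between times in ∆*alsS*, where far fewer genes changed than in the real data.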

Differences from the paper's values

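The paper states that a number of acid stress genes rose in ∆*alsS* biofilms in minimally buffered medium (Fig. 4a). Of the 6 genes, all were at or above 0 here (3 to 6 without 1 library), and 1 passed an adjusted p under 0.05 from limma, *yvrJ* at 1.12. By the authors' p-values, *yvrL* passed as well, which makes 2, as it did without ∆*alsS*, buffered, 36 h replicate 2 and without ∆*alsS*, minimally buffered, 36 h replicate 2. Compared with WT, the buffer effect was higher in ∆*alsS* for 5 of the 6, since those 5 fell in WT. In buffered medium at 36 h, 4 of the 6 were lower in ∆*alsS* than in WT and 1 was higher. No count the paper gives for these data differed by more than 1.5 times: the paper's 16 of 18 matrix genes lower in ∆*alsS* stands beside 17 of 18 here. By the authors' p-values, 17 of the genes used here were lower too. The paper's text does not name its 18 genes, so the sets may differ.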

Other observations

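At 24 h, reads in genes ran from 4676254 to 11836367 per library, and the media of ∆*alsS* are those of the labels, whose exchange is not excluded above. In ∆*alsS* at this time, minimally buffered medium went with more sporulation RNA and less antimicrobial, ATP synthase and TCA cycle RNA. Of 27 late sporulation genes, 25 rose (25 when adjusted over the list alone; adjusted p = 0.12 with an estimated correlation), with *gerE*, a late regulator, at 2.04 and *sspE*, a spore protein gene, at 2.09. Of 33 antimicrobial genes, 24 fell and 4 rose (24 and 4 adjusted over the list alone), with *sdpA*, of a killing factor, at -1.30. All 9 ATP synthase genes and 8 of 10 TCA cycle genes fell (9 and 8 adjusted over the list alone), *atpE* at -0.87 and *citZ*, citrate synthase, at -0.75. Flagellar genes rose as at 36 h, 26 of 36 (27 adjusted over the list alone). None of these lists passed camera with an estimated correlation (adjusted p = 0.413 for each of the antimicrobial, ATP synthase, TCA cycle and flagellar lists with an estimated correlation), where 2 of 30 lists had an unadjusted p under 0.05.

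The strains also differed in buffered medium. At 24 h, 34 of 36 flagellar genes were higher in ∆*alsS* (34 when adjusted over the list alone), and this list passed camera with an estimated correlation as well (adjusted p = 0.0124 with an estimated correlation), with *motA*, a stator gene, at 2.48. Iron uptake genes were higher, 18 of 19 (18 adjusted over the list alone; adjusted p = 0.445 with an estimated correlation), *dhbF* by 3.23, and early sporulation genes lower, 22 of 24 (22 adjusted over the list alone; adjusted p = 0.345 with an estimated correlation), *spoIIE* at -2.58. At 36 h, 26 antimicrobial genes were higher and 3 lower in ∆*alsS* (27 and 4 adjusted over the list alone), *albA*, a subtilosin gene, by 3.41. The prophage PBSX genes were lower too, 19 of 26 (19 adjusted over the list alone), *xlyA* at -3.35. The 2 lists at 36 h did not pass camera with an estimated correlation (adjusted p = 0.426 and 0.437 with an estimated correlation).

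In another assay of the paper, a fluorescent reporter of TapA was comparable between the strains in buffered medium at 36 h (Fig. 4e and f). The RNA of *tapA* in buffered medium at 36 h went from 47.3 ± 6.48 normalized counts in WT to 478 ± 82.1 in ∆*alsS* (SD, n = 3).

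One deposited sheet that lists matrix genes for the buffer effect in ∆*alsS* at 36 h holds log2 fold changes of 19 genes. Of these, 19 differed from the full table of the same comparison and 0 from the table of the buffer effect in WT at 36 h, so the values above were taken from the full tables.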
